# In vivo nuclear RNA structurome reveals RNA-structure regulation of mRNA processing in plants

**DOI:** 10.1186/s13059-020-02236-4

**Published:** 2021-01-04

**Authors:** Zhenshan Liu, Qi Liu, Xiaofei Yang, Yueying Zhang, Matthew Norris, Xiaoxi Chen, Jitender Cheema, Huakun Zhang, Yiliang Ding

**Keywords:** mRNA processing, Splicing, Polyadenylation, RNA structure, SHAPE

## Abstract

**Background:**

mRNA processing is critical for gene expression. A challenge in regulating mRNA processing is how to recognize the actual mRNA processing sites, such as splice and polyadenylation sites, when the sequence content is insufficient for this purpose. Previous studies suggested that RNA structure affects mRNA processing. However, the regulatory role of RNA structure in mRNA processing remains unclear.

**Results:**

Here, we perform in vivo selective 2′-hydroxyl acylation analyzed by primer extension (SHAPE) chemical profiling on *Arabidopsis* and generate the in vivo nuclear RNA structure landscape. We find that nuclear mRNAs fold differently from cytosolic mRNAs across translation start and stop sites. Notably, we discover a two-nucleotide single-stranded RNA structure feature upstream of 5′ splice sites that is strongly associated with splicing and the selection of alternative 5′ splice sites. The regulatory role of this RNA structure feature is further confirmed by experimental validation. Moreover, we find the single-strandedness of branch sites is also associated with 3′ splice site recognition. We also identify an RNA structure feature comprising two close-by single-stranded regions that is specifically associated with both polyadenylation and alternative polyadenylation events.

**Conclusions:**

We successfully identify pre-mRNA structure features associated with splicing and polyadenylation at whole-genome scale and validate an RNA structure feature which can regulate splicing. Our study unveils a new RNA structure regulatory mechanism for mRNA processing.

## Background

In eukaryotes, mRNAs undergo several processing steps including 5′ capping, splicing, and 3′ cleavage/polyadenylation to become functional mature mRNAs. Thus, mRNA processing plays a critical role during gene expression [1, 2]. Over past decades, a key question is how mRNA processing sites, such as polyadenylation and splice sites, are precisely recognized in the transcriptome, particularly from surrounding sites with similar sequence content [3, 4]. For instance, 5′ splice site recognition was found to be not always dependent on the sequence content of U1 snRNA binding motif. Some 5′ splice sites were selected over those flanking sites with better complementarity to U1 snRNA binding sequence [4]. In case-by-case studies, quite a number of RNA binding proteins have been identified that contribute to the recognition of actual polyadenylation and splice sites [4, 5]. However, a general regulatory mechanism that recognizes actual sites during mRNA processing is lacking. As an intrinsic characteristic of RNA molecules, RNA structure was suggested to be involved in mRNA processing [6]. Previous individual studies suggested that RNA structure can affect polyadenylation and splicing [7–13]. Yet, how RNA structure contributes to the recognition of polyadenylation and splice sites, in general, remains elusive.

With recent advances in RNA structure profiling [14–16], more attention has been drawn toward understanding how RNA structure influences mRNA processing. Previous in vitro enzymatic RNA structure profiling (utilizing RNases that selectively cleave either single-stranded or double-stranded nucleotides) in *Arabidopsis* nuclear RNAs found that the 5′ end of introns was more double-stranded compared to upstream exons, and the 3′ end of introns was more single-stranded compared to upstream intron regions [14]. However, no significant structure signatures were identified for either polyadenylation or alternative polyadenylation sites [14]. This may be due to limitations imposed by using RNases, which are quite bulky and less sensitive in detecting specific RNA structures, compared to the relatively small chemicals used for RNA structure probing [17, 18]. Furthermore, several previous studies have shown that in vitro RNA structures were not able to reflect the proper folding status of RNAs in living cells [19, 20]. A recent in vivo dimethyl sulfate (DMS) RNA structure profiling study on human mature mRNAs identified RNA structure features for polyadenylation (poly(A)) sites [15]. A more folded structure downstream of the polyadenylation signal motif was identified that facilitated polyadenylation [15]. However, mammalian RNAs were found to adopt different structure conformations in different cellular compartments [21]. Thus, the structure of mature mRNAs in the cytosol is likely to be different from the structure of pre-mRNA in the nucleus. If so, mature mRNA structures are unlikely to reveal the role of RNA structure in polyadenylation. A notable limitation of this DMS method is the loss of RNA structure information for the half transcriptome because DMS only detects structure information of As (Adenines) and Cs (Cytosines), lacking the base-pairing status of Us (Uracils) and Gs (Guanines).

Here, we studied the role of RNA structure in mRNA processing by performing in vivo SHAPE (*S*elective 2′ *H*ydroxyl *A*cylation analyzed by *P*rimer *E*xtension) chemical probing on *Arabidopsis thaliana* nuclear RNAs, to generate the first in vivo RNA structure landscape with all four nucleotides in plants. We found that nuclear mRNA structures are globally different from cytosolic mRNA structures in *Arabidopsis*. Our study further successfully dissected pre-mRNA structure features before mRNA processing and determined the regulatory role of RNA structure during mRNA maturation.

## Results

### Nuc-SHAPE-Structure-Seq generates in vivo RNA structure landscape of *Arabidopsis* nuclear RNAs with high coverage and accuracy

To investigate the role of RNA structure in mRNA processing, we performed SHAPE chemical probing [22] on *Arabidopsis* and generated the first in vivo RNA structure profiles with all four nucleotides in plants. Firstly, SHAPE reagent (2-methylnicotinic acid imidazolide, NAI) treatment was applied on 5-day-old *Arabidopsis* seedlings [22] (Fig. 1a). Intact nuclei were isolated and nuclear RNAs were extracted. The intactness of isolated nuclei was confirmed by microscopy imaging with DAPI staining [23] (Additional file 1: Figure S1a). Enrichment of nuclear histone H3 protein and absence of cytoplasmic protein PEPC (phosphoenolpyruvate carboxylase) in the isolated nucleus further confirmed the high purity and quality of the isolated nuclei (Additional file 1: Figure S1b). We generated two independent biological replicates of (+)SHAPE (samples with SHAPE treatment) and (−)SHAPE (control samples without SHAPE treatment) Structure-Seq libraries for high-throughput sequencing [24, 25], and named our method Nuc-SHAPE-Structure-Seq (Fig. 1a, Additional file 1: Figure S2, see the “Methods” section). Given that interactions between RNA and RNA binding proteins can prevent the SHAPE modification, we also performed SHAPE treatment on nuclear RNAs after removing proteins thus generating *deproteinized* Nuc-SHAPE-Structure-Seq libraries in parallel (see the “Methods” section, Fig. 1a) to assess any effect on SHAPE modification signals caused by protein protection. 

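Seedlings 5 days old were treated with NAI at 100 mM, a reagent that acylates the 2′-hydroxyl group of flexible, mostly unpaired nucleotides, or the same concentration was applied to nuclear RNA from which proteins had been removed. Reverse transcription stops next to a modified nucleotide, so the authors counted RT-stops in the (+)SHAPE libraries and in (−)SHAPE libraries that received no NAI, and turned the counts into a SHAPE reactivity for each nucleotide. The reactivity is a score with no physical unit. The deposited reactivities of 4 tables were analysed, 1 for splicing and 1 for polyadenylation in each of the 2 conditions. In every table the authors had merged the biological replicates into a single profile per condition. No spread between replicates can therefore be given, and each n counts introns, splicing events or poly(A) sites and not plants or libraries. The tables hold neither RT-stop counts nor read numbers. The depth behind a reactivity is thus unknown, and intervals cover the spread over introns or sites only.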

Over 616 million 100-bp paired-end reads per library were generated and further mapped onto *Arabidopsis* genome sequences (TAIR10) with additional alternative spliced isoforms annotated from AtRTD2 database [26] (Additional file 1: Table S1).

**Fig. 1:**
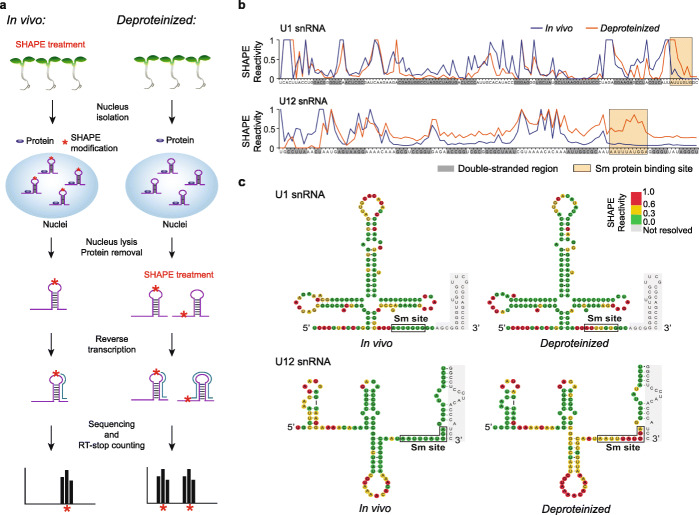
Nuc-SHAPE-Structure-Seq method can accurately probe the in vivo RNA structure of nuclear RNAs. **a** Schematic pipeline of Nuc-SHAPE-Structure-Seq for both in vivo and *deproteinized* conditions. Asterisks, SHAPE modification; blue oval, protein; RT, reverse transcription. For in vivo treatments (left), NAI was applied to *Arabidopsis thaliana* seedlings directly and single-stranded nucleotides of RNA were modified. SHAPE treatment was also applied on the RNAs after nuclei isolation and protein removal, which we termed the “*deproteinized* condition” (right). Deep sequencing was performed followed by the RT-stop counting. **b** SHAPE reactivity profiles of U1 and U12 snRNAs. SHAPE reactivity profiles of both in vivo (blue) and *deproteinized* (orange) conditions were shown. Double-stranded regions were shaded with gray. Sm protein binding sites were highlighted with yellow boxes. At Sm protein binding sites, significantly higher SHAPE reactivities were observed under the *deproteinized* condition rather than the in vivo condition for both U1 and U12 snRNAs (paired *t* test, *P* value = 6.8e−3 and 3.1e−6 for U1 and U12 snRNA, respectively). **c** SHAPE reactivities are consistent with the phylogenetically derived U1 and U12 snRNA structures. Sm protein binding sites were highlighted with black boxes. Nucleotides were color-coded according to in vivo and *deproteinized* SHAPE reactivity values (SHAPE reactivity 0.6–1.0 marked in red, 0.3–0.6 marked in yellow, 0–0.3 marked in green)

Nucleotide modification in both (+)SHAPE and (−)SHAPE libraries was highly concordant, with slight enrichment in (+)SHAPE shown for As and Us over Cs and Gs, as expected, since As and Us tend to be more single-stranded than Cs and Gs (Additional file 1: Figure S3a). The high correlation of mRNA abundance between the two biological replicates indicated the high reproducibility of our Nuc-SHAPE-Structure-Seq libraries (Additional file 1: Figure S3b). To further validate the reproducibility of our SHAPE structure probing, we compared SHAPE reactivity profiles of two small nuclear RNAs with known secondary structure, U1 and U12 snRNA, between the two biological replicates and noted a high correlation between them (Pearson’s correlation coefficient = 0.93–0.97) (Additional file 1: Figure S3c). Thus, we merged these two biological replicates for further RNA structure analysis.

We assessed both the sequencing read coverage and reverse-transcription stop counts of our Nuc-SHAPE-Structure-Seq libraries. Notably, more than 20,752 genes had at least 10 reads per nucleotide coverage (Additional file 1: Figure S4a), among which more than 12,366 genes reached the threshold of at least one reverse-transcription stop (RT-stop) count per nucleotide for RNA structure analysis (Additional file 1: Figure S4b). Furthermore, we calculated the Pearson correlation coefficient (PCC) of the SHAPE reactivities between replicates for each mRNA and plotted the corresponding average PCC as a function of the RT-stop read coverage (RT-stop counts per nucleotide) (Additional file 1: Figure S5). The average PCC values are 0.87 and 0.89 for mRNAs with more than one RT-stop count per nucleotide in in vivo nuclear and cytosolic SHAPE-Structure-Seq libraries, respectively (Additional file 1: Figure S5). The high correlations between independent biological replicates indicate the high reproducibility of our SHAPE-Structure-Seq libraries (Additional file 1: Figure S5). To assess the accuracy of our RNA structure profiling, we compared SHAPE reactivity profiles of U1 and U12 snRNAs with their phylogenetically derived structures, which are evolutionarily conserved structures and are the closest models of in vivo structure [22, 27]. Overall, the SHAPE reactivities were consistent with phylogenetically derived RNA structures where high SHAPE reactivities were observed in single-stranded regions, while low SHAPE reactivities were at double-stranded nucleotides (Fig. 1b, c, Additional file 1: Table S2). Both U1 and U12 snRNAs interact with Sm proteins to form small nuclear ribonucleoparticle structures [22, 27]. We also found that SHAPE reactivities at Sm protein binding sites of U1 and U12 snRNA were significantly higher in the *deproteinized* rather than in vivo condition (Fig. 1b, c), suggesting that absence of protein protection in the *deproteinized* condition allowed nucleotide modification by SHAPE. To further confirm that our Nuc-SHAPE-Structure-Seq and SHAPE-Structure-Seq libraries can provide accurate in vivo RNA structure information, we compared the SHAPE reactivity profiles with three previously reported RNA structure models: (1) *THIC* pre-mRNA structure (TPP riboswitch), (2) the RNA structure of 5′UTR of *PSBA* mRNA (*ATCG00020*), and (3) the RNA structure of 5′UTR of *GRP3S* mRNA (*AT2G05380*). We found that our SHAPE reactivity profiles agree well with these previously reported individual RNA structure models (Additional file 1: Figure S6) [22, 28]. Collectively, these results indicated that our Nuc-SHAPE-Structure-Seq method can accurately probe in vivo RNA structures of nuclear RNAs.

### Nuclear mRNAs showed different RNA structure features from cytosolic mRNAs across translation start and stop sites

Cytosolic mRNAs are the processed products from nuclear mRNAs; thus, they share the same sequences. However, whether they share the same RNA structure features remains unclear. To address this question, we generated in vivo SHAPE-Structure-Seq libraries of *Arabidopsis* cytosolic mRNAs in parallel. We then compared these libraries with our in vivo Nuc-SHAPE-Structure-Seq libraries. Previous studies on total mRNAs dominated by cytosolic mRNAs observed unique structure features across translation start and stop codons that were associated with translation [24, 29–31]. Thus, we examined the SHAPE reactivity patterns across these two sites. Consistent with the previous observations, we also found higher SHAPE reactivities upstream of start codons, lower SHAPE reactivities downstream of start codons, and higher SHAPE reactivities at stop codons compared to flanking regions in our cytosolic SHAPE-Structure-Seq libraries (Fig. 2a, b), which further confirmed the reliability of our SHAPE-Structure-Seq libraries. We then compared the SHAPE reactivities between nuclear and cytosolic mRNAs across these two sites. Significantly higher SHAPE reactivities downstream of start codons and significantly lower SHAPE reactivities at stop codons in nuclear mRNAs were observed compared to those in cytosolic mRNAs, whereas no such significant differences were observed at the flanking regions (Fig. 2a, b). Thus, our results suggest nuclear mRNAs fold differently from cytosolic mRNAs across translation start and stop sites, which implies nuclear and cytosolic mRNAs might adopt different structures to serve their respective biological functions, e.g., translation in the cytosol and mRNA processing in the nucleus. Therefore, we further investigated how nuclear mRNA structures are associated with mRNA processing.

**Fig. 2:**
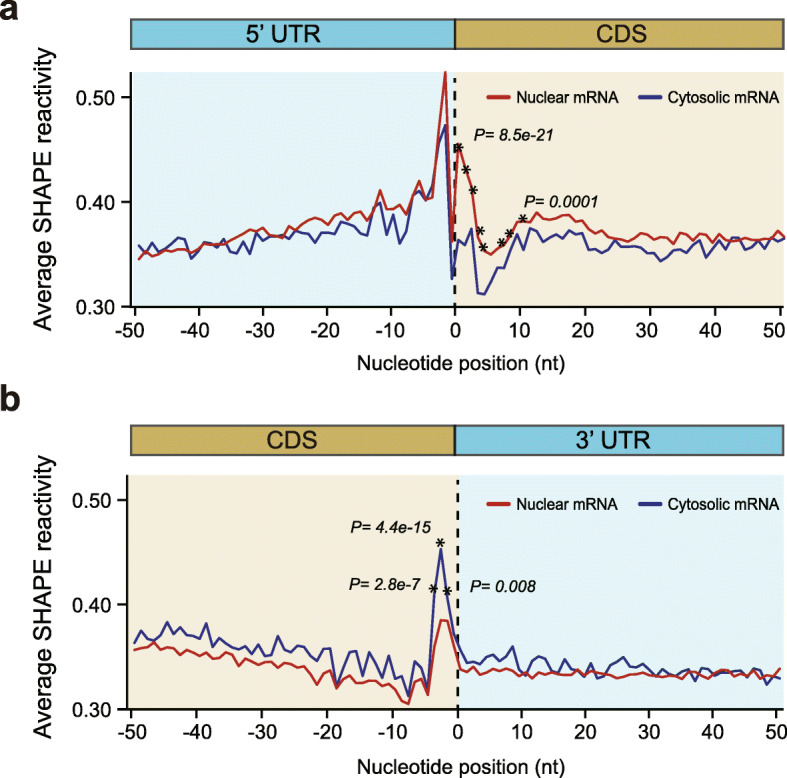
In vivo nuclear mRNA structures are different from cytosolic mRNA structures across translation start and stop sites. **a** Comparison of average SHAPE reactivity profiles between nuclear and cytosolic mRNAs across the translation start codon. Average SHAPE reactivities downstream of the start codon are significantly higher in nuclear mRNAs compared to cytosolic mRNAs (Mann-Whitney test, the highest and lowest *P* values for the first ten nucleotides of the CDS region are shown). **b** Comparison of SHAPE reactivity profiles between nuclear and cytosolic mRNAs across the translation stop codon. Average SHAPE reactivities at the stop codon are significantly lower in nuclear mRNAs compared to cytosolic mRNAs (Mann-Whitney test, the *P* values were shown)

### Distinctive pre-mRNA structure features are strongly associated with both splicing and alternative splicing

Splicing is a key mRNA processing step that was previously suggested to be influenced by RNA structure [8]. Since only pre-mRNA structure before splicing (unspliced primary transcripts) can be used for dissecting the mechanism underpinning splicing, we firstly assessed whether pre-mRNAs were enriched in our Nuc-SHAPE-Structure-Seq data. We found that the expression abundance of constitutively spliced introns was much higher in our Nuc-SHAPE-Structure-Seq libraries compared to cytosolic SHAPE-Structure-Seq libraries, indicating high enrichment of pre-mRNAs in Nuc-SHAPE-Structure-Seq data (Additional file 1: Figure S7). Since nuclear mRNAs still contain spliced transcripts, we only used reads mapped across exon-intron junctions and in intron regions in SHAPE reactivity calculation to obtain RNA structure information of pre-mRNAs before splicing (see details in the “Methods” section). Also, to eliminate any ambiguous read assignment at the conserved dinucleotide AG at 3′ splice sites (3′ss), we only calculated SHAPE reactivities across 5′ splice sites (5′ss) and the whole intron except for AG at 3′ss (see details in the “Methods” section).

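The splicing tables list each intron with 50 nt of exon on either side and give 1 reactivity per nucleotide. The authors mapped uniquely placed reads with HISAT2 to the TAIR10 genome and AtRTD2 isoforms, removed split reads, counted RT-stops from the remaining reads and normalized the reactivities to a range from 0 to 1. These scores were used without further normalization. The in vivo table covered 24782 introns of 5959 genes and the deproteinized table 34255 introns of 6999 genes, with 15678 introns present in both. The entries, exon ends included, had a median length of 203 nt in vivo and 204 nt in the deproteinized condition. No value was given for 5.74% of nucleotides in vivo and for 1.79% in the deproteinized condition. The lowest score, 0, made up 5.74% of in vivo values and 5.62% of deproteinized values, and the highest score, 1, made up 5.98% and 5.74%. A single intermediate score recurred within each intron, at a median of 34.3% of its nucleotides in vivo and 26.5% in the deproteinized condition. Sequences were taken from TAIR10.1, in which 97.05% of the in vivo introns and 97.15% of the deproteinized introns ran from GU to AG. Positions around the 5′ss were compared with the mean of their flanks, from −20 to −3 in the exon and from +1 to +20 in the intron. The per-intron differences were tested with a two-sided sign-flip permutation test of 100000 resamples, in which the signs of all introns of a gene were flipped together.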

In addition to generating RNA structure information of pre-mRNAs, we also calculated the splicing efficiency for each intron to measure the outcome for splicing events (Additional file 1: Figure S8, see details in the “Methods” section). 

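Splicing classes were taken from the authors' list and not computed again, and the cytosolic libraries behind the splicing efficiencies were not analysed here. The first 1998 introns of the list were used, out of 36578 in the paper's full list. They comprised 1800 spliced events and 198 unspliced events, all on chromosome 1. Reactivities were at hand for 722 spliced and 89 unspliced introns in vivo, and for 1003 spliced and 127 unspliced introns in the deproteinized condition. Because part of the list was used, no test was run on these classes. Each comparison is given as the difference of the group means with a 95% bootstrap interval over introns from 10000 resamples.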

Since most of the introns showed either very high (≥ 90%) or very low (≤ 10%) splicing efficiencies, two groups of splicing events were classified: spliced events (splicing efficiency ≥ 90%, 32,522 spliced events were identified, Additional file 2) and unspliced events (i.e., intron retention, splicing efficiency ≤ 10%, 4056 unspliced events were identified, Additional file 2). We then compared the average SHAPE reactivities between these two groups of splicing events. 

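Over all introns in the tables, before any division into classes, the in vivo reactivity at the −1 position averaged 0.535 ± 0.365 (SD) and that of the flanks 0.340 ± 0.0801. The mean difference per intron was 0.196 (n = 23735 introns, two-sided permutation test, p = 1e-05, the smallest p these permutations can give), and 60.8% of introns had a higher score at −1 than in their flanks. The −2 position averaged 0.383 ± 0.265, a difference of 0.0449 from the flanks (n = 23683, permutation test, p = 1e-05), with 44.8% of introns above their flanks. In the deproteinized condition the mean was 0.590 ± 0.366 at −1 and 0.436 ± 0.277 at −2. The differences from the flanks were 0.246 (n = 33903, permutation test, p = 1e-05) and 0.0922 (n = 33877, permutation test, p = 1e-05), and 67.5% and 56.1% of introns lay above their flanks. Among the alternative settings on the same scale, treating scores of 0 as missing moved the in vivo difference at −1 most, to 0.242. Scores at −1 gathered at both ends of the scale. In vivo, 27.0% of introns had the highest score there, against 3.33% of flank nucleotides, and 9.76% had the lowest score, against 3.57% of flank nucleotides.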

Although the exon-intron regions of both these two groups shared similar nucleotide compositions (Additional file 1: Figure S9), distinctive SHAPE reactivity profiles were observed between spliced and unspliced groups (Fig. 3a, b). Specifically, we found that in vivo SHAPE reactivities at the − 1 position immediately upstream of 5′ss were notably higher for spliced events compared to unspliced events (Fig. 3a). Similarly, SHAPE reactivities at the − 1 and − 2 positions upstream of 5′ss were significantly higher in spliced events than those in unspliced events for the *deproteinized* condition (Fig. 3b). These findings indicated that the − 1 and − 2 nucleotides upstream of 5′ss tended to be more single-stranded in spliced events compared to unspliced events. 

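The classes also differed around the −1 and −2 positions. In vivo, the flanks averaged 0.333 ± 0.0806 (SD, n = 716 introns) in spliced events and 0.364 ± 0.0878 (SD, n = 87) in unspliced events, a difference of −0.0311 (95% interval −0.0505 to −0.0116). In the deproteinized condition they averaged 0.333 ± 0.0687 (SD, n = 1003) and 0.385 ± 0.0773 (SD, n = 125), a difference of −0.0518 (95% interval −0.0662 to −0.0378).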

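At the −1 position, the mean in vivo reactivity was 0.598 ± 0.373 (SD, n = 699 introns) in spliced events and 0.418 ± 0.317 (SD, n = 82) in unspliced events. The difference was 0.180 (95% interval 0.106 to 0.253). A reactivity of at least 0.6, the highest class in Fig. 1c, was reached by 50.9% of spliced and 25.6% of unspliced introns. Of the alternative settings, taking medians in place of means moved the result most, with medians of 0.617 and 0.296 and a difference of 0.321 (95% interval 0.214 to 0.402).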

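In the deproteinized condition, the −1 position averaged 0.631 ± 0.374 (SD, n = 1000 introns) in spliced events and 0.472 ± 0.354 (SD, n = 123) in unspliced events, a difference of 0.159 (95% interval 0.0926 to 0.224). At least 0.6 was reached by 57.8% of spliced introns and by 35.0% of unspliced introns. The −2 position averaged 0.438 ± 0.277 (SD, n = 994) and 0.424 ± 0.327 (SD, n = 123). The difference at −2 was 0.0144, and its 95% interval, from −0.0464 to 0.0743, included 0. It changed sign under some of the alternative settings, to −0.0215 with only the first listed intron of each gene and to −0.0103 with scores of 0 treated as missing, and these intervals included 0 as well. The difference of medians was 0.0860, with an interval from −0.00375 to 0.117, and the difference in the share of at least 0.6 was −0.0473, with an interval from −0.136 to 0.0359.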

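In vivo, the −2 position averaged 0.387 ± 0.265 (SD, n = 695 introns) in spliced events and 0.364 ± 0.316 (SD, n = 82) in unspliced events. The difference of 0.0236 had a 95% interval from −0.0475 to 0.0919. With the first listed intron of each gene alone it was −0.0149 and with scores of 0 treated as missing −0.0275, again with intervals that included 0.

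**Figure D1:**
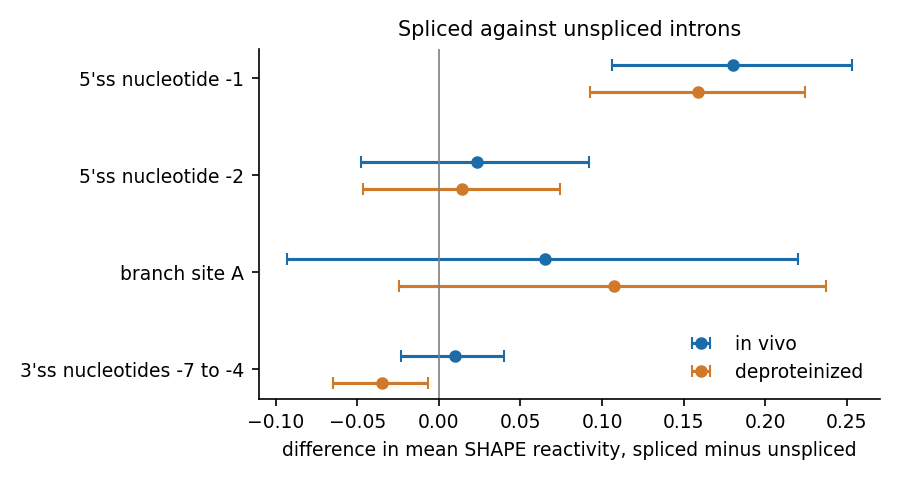
Mean SHAPE reactivity in spliced events minus that in unspliced events (x axis, reactivity score with no unit) at the −1 and −2 positions of the 5′ss, at the branch site A and at positions −7 to −4 of the 3′ss, in vivo and in the deproteinized condition. Points are differences of group means and bars are 95% bootstrap intervals over introns; the intervals at −1 lie above 0 in both conditions, at 0.180 in vivo and 0.159 in the deproteinized condition, and those at −2 and at the branch site include 0.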

To further confirm this profile observed with average SHAPE reactivity, we plotted the SHAPE reactivities across 5′ss for each exon-intron junction in heatmaps (Additional file 1: Figure S10). 

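For each exon-intron junction, the reactivity at −1 and at −2 was set against the flanks of the same junction. In vivo, 69.2% of 699 spliced introns and 42.7% of 82 unspliced introns had a higher reactivity at −1 than in their flanks, with mean differences of 0.268 (95% interval 0.240 to 0.296) and 0.0580 (95% interval −0.0145 to 0.133). In the deproteinized condition these shares were 72% of 1000 spliced introns and 50.4% of 123 unspliced introns. The mean differences were 0.299 (95% interval 0.276 to 0.321) and 0.0895 (95% interval 0.0284 to 0.153). At −2, 47.8% of 695 spliced and 37.8% of 82 unspliced introns lay above their flanks in vivo, and 59.5% of 994 spliced and 43.9% of 123 unspliced introns did so in the deproteinized condition. The mean differences at −2 in spliced events were 0.0577 (95% interval 0.0384 to 0.0771) in vivo and 0.106 (95% interval 0.0895 to 0.122) in the deproteinized condition. In unspliced events they were 0.00655 (95% interval −0.0637 to 0.0792) and 0.0410 (95% interval −0.0146 to 0.0978).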

Significant higher SHAPE reactivities at − 1 and − 2 positions were observed for most of the spliced events while most unspliced ones did not show this pattern. The heatmaps of SHAPE reactivities for each individual exon-intron junction are consistent with the average SHAPE reactivity profile (Fig. 3a, Additional file 1: Figure S10). In addition, we also performed RNA structure folding with and without SHAPE reactivity across the 5′ splice site (5′ss) for both spliced and unspliced events (Additional file 1: Figure S11). Consistent with the SHAPE reactivity profiles, we found that, for SHAPE-constrained structures of the spliced events, the average unpaired probability at the − 1 and − 2 positions was much higher than their neighboring positions, while this phenomenon is absent in the unspliced events (Additional file 1: Figure S11). 

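The last 50 nt of the exon and the first 50 nt of the intron were folded with RNAfold of ViennaRNA 2.7.2 at 37 °C, with reactivities entered by the Deigan method (slope 1.8, intercept −0.6). In vivo, the unpaired probability over the −2 and −1 positions averaged 0.351 ± 0.303 (SD, n = 692 introns) in spliced events and 0.398 ± 0.318 (SD, n = 80) in unspliced events, a difference of −0.0474 (95% interval −0.120 to 0.0246). After deproteinization, it averaged 0.372 ± 0.316 (SD, n = 993) and 0.419 ± 0.297 (SD, n = 123), a difference of −0.0472 (95% interval −0.104 to 0.00857). Compared with the 10 nt on each side, the 2 positions had an unpaired probability that differed by −0.0934 (95% interval −0.118 to −0.0677) in spliced events in vivo and by −0.0717 (95% interval −0.0931 to −0.0500) in the deproteinized condition. In unspliced events the differences were −0.0668 (95% interval −0.142 to 0.01105) and −0.0453 (95% interval −0.101 to 0.0112). Without SHAPE reactivities, the deproteinized difference between spliced and unspliced events was −0.0593, with a 95% interval below 0, from −0.115 to −0.00708, and spliced events differed from their neighboring positions by −0.158 in vivo and by −0.143 in the deproteinized condition.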

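The nucleotide composition of the 9 nt from −3 to +6 was counted in the listed introns, with 95% Wilson intervals that cover counting error only. In vivo, the −1 nucleotide was G in 81.2% of 722 spliced introns (95% interval 78.2 to 83.8%) and in 59.6% of 89 unspliced introns (49.2 to 69.2%). At −2, A was found in 63.3% (59.7 to 66.7%) and 59.6% (49.2 to 69.2%). The +2 nucleotide was U in 99.6% of spliced and 82.02% of unspliced introns, the +3 nucleotide was A in 67.2% and 42.7%, and the +4 nucleotide was A in 53.5% and 32.6%. After deproteinization, G at −1 made up 80.6% of 1003 spliced introns (95% interval 77.99 to 82.9%) and 62.2% of 127 unspliced introns (53.5 to 70.2%).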

We further assessed sequence content across 5′ss in both spliced and unspliced events and found no apparent sequence preference between these two groups (Additional file 1: Figure S9). Thus, our results suggested that this distinctive structure signature was associated with splicing events, but not due to sequence preference.

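Among introns with G at the −1 position, the mean in vivo reactivity at −1 was 0.618 (n = 566) in spliced events and 0.44 (n = 52) in unspliced events. Among introns with another nucleotide there, it was 0.513 (n = 133) and 0.381 (n = 30), a difference of 0.133 (95% interval 0.00891 to 0.255). After deproteinization, the means with G at −1 were 0.639 (n = 805) and 0.443 (n = 76). With another nucleotide they were 0.602 (n = 195) and 0.520 (n = 47), a difference of 0.0819 whose 95% interval, from −0.0330 to 0.196, included 0. From the higher SHAPE reactivities at the −1 and −2 positions in spliced events, and from a sequence content in which it found no apparent preference, the paper proposes that this structure signature is associated with splicing and does not stem from the sequence.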

**Fig. 3:**
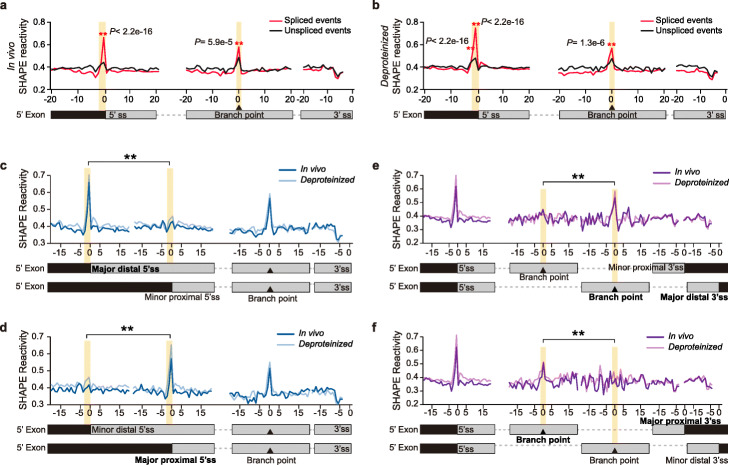
pre-mRNA secondary structure features upstream of 5′ss and at the branch site are associated with splicing and alternative splice site selection. **a**, **b** SHAPE reactivity profiles across 5′ss, branch point, and 3′ss for in vivo (**a**) and *deproteinized* (**b**) conditions. Average SHAPE reactivity profiles for spliced (red) versus unspliced (black) events are shown. Significantly higher SHAPE reactivities are observed at the − 1 and − 2 nt positions of 5′ss and the branch site for spliced events rather than unspliced events (marked with asterisks, Mann-Whitney test, *P* values are shown). **c** SHAPE reactivity profiles for alternative 5′ss events with the distal 5′ss as the major one. Average SHAPE reactivity profiles of both in vivo (dark blue) and *deproteinized* (light blue) conditions are shown. Significantly higher SHAPE reactivities only appear at − 1 and − 2 positions upstream of the major distal 5′ss rather than the minor proximal 5′ss (Mann-Whitney test, *P* value = 1.6e−4 and < 2.2e−16 at − 1 and − 2 positions under in vivo condition; *P* value = 6.1e−9 and < 2.2e−16 at − 1 and − 2 positions under *deproteinized* condition). **d** SHAPE reactivity profiles for alternative 5′ss events with the proximal 5′ss as the major one. The significantly higher SHAPE reactivities of − 1 and − 2 positions only appear upstream of the major proximal 5′ss rather than the minor distal 5′ss (Mann-Whitney test, *P* value = 3.3e−12 at − 1 position under in vivo condition; no significant difference was detected at − 2 position under in vivo condition; *P* value = 3.1e−5 and < 2.2e−16 at − 1 and − 2 positions under *deproteinized* condition). **e** SHAPE reactivity profiles for alternative 3′ss events with the distal 3′ss as the major one. Average SHAPE reactivity profiles of both in vivo (dark purple) and *deproteinized* (light purple) conditions across different 3′ss and the corresponding branch points are shown. Significantly higher SHAPE reactivity only appears at the branch site of the major distal 3′ss rather than the minor proximal 3′ss (Mann-Whitney test, *P* value = 1.2e−3 and 2.8e−4 at branch point under in vivo and *deproteinized* conditions, respectively). **f** SHAPE reactivity profiles for alternative 3′ss events with the proximal 3′ss as the major one. The significantly higher SHAPE reactivity only appears at the branch point of the major proximal 3′ss rather than the minor distal 3′ss (Mann-Whitney test, *P* value = 1.4e−2 and 1.7e−3 at the branch point under in vivo and *deproteinized* conditions, respectively)

We then assessed RNA structure features for branch sites and 3′ss regions, which are important for 3′ss recognition during splicing [1]. To assess RNA structure features at branch sites, we predicted branch sites using SVM-BPfinder [32]. 

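In place of SVM-BPfinder, which was not run here, the branch site was taken as the A of the CURAY motif (R, A or G; Y, C or U) nearest the 3′ss, with that A 15 to 50 nt from the end of the intron. Its flanks were the nucleotides 3 to 10 nt away on either side. The branch site A averaged 0.537 ± 0.387 (SD) in vivo against 0.352 ± 0.0929 in its flanks, a difference of 0.185 (n = 5715 introns, two-sided permutation test, p = 1e-05), and 59.4% of introns had a higher score at the A. After deproteinization, the means were 0.552 ± 0.398 and 0.365 ± 0.0852, a difference of 0.188 (n = 8331, permutation test, p = 1e-05), with 60.7% of introns higher at the A. The scores at the A lay at the lowest score in 14.4% of introns and at the highest in 30.2% in vivo, compared with 4.44% and 4.11% of flank nucleotides. Treating scores of 0 as missing moved the in vivo difference most, to 0.259, and the wider motif YUNAY, with 18725 introns, brought it to 0.122.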

Higher SHAPE reactivities were observed at branch sites under both in vivo and *deproteinized* conditions for spliced events compared to unspliced events, indicating single-strandedness at branch sites was associated with splicing (Fig. 3a, b). 

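For the branch site A, the mean in vivo reactivity was 0.533 ± 0.409 (SD, n = 192 introns) in spliced events and 0.468 ± 0.329 (SD, n = 19) in unspliced events, a difference of 0.0652 (95% interval −0.0929 to 0.220). After deproteinization, it was 0.550 ± 0.414 (SD, n = 277) and 0.442 ± 0.299 (SD, n = 22), a difference of 0.107 (95% interval −0.0246 to 0.237). The number of unspliced introns with a motif limits both comparisons. Treating scores of 0 as missing removes the lowest scores themselves, and it raised the in vivo mean of spliced events to 0.664. With scores of 0 treated as missing, the differences were 0.171 (95% interval 0.0145 to 0.319) in vivo and 0.209 (95% interval 0.0772 to 0.330) in the deproteinized condition, and with the A 18 to 40 nt from the intron end they were 0.151 (95% interval −0.0158 to 0.301) and 0.2515 (95% interval 0.1505 to 0.354). With the wider motif YUNAY, which left more unspliced introns, the differences were 0.0662 (95% interval −0.0261 to 0.154, 557 spliced and 56 unspliced introns) in vivo and 0.0630 (95% interval −0.0189 to 0.143, 829 and 74 introns) in the deproteinized condition. With only the first listed intron of each gene, the differences were 0.0448 (95% interval −0.126 to 0.211, 110 and 17 introns) in vivo and 0.151 (95% interval 0.00468 to 0.290, 147 and 19 introns) in the deproteinized condition, and with introns in both conditions they were 0.127 (95% interval −0.0380 to 0.284) and 0.177 (95% interval 0.0256 to 0.320). Differences of medians were 0.123 (95% interval −0.141 to 0.390) and 0.156 (95% interval −0.0276 to 0.351), and differences in the share of at least 0.6 were 0.148 (95% interval −0.07905 to 0.363) and 0.2565 (95% interval 0.0638 to 0.433).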

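The composition of the 5 nt on either side of the branch site A was counted in the introns with a motif, 201 spliced and 19 unspliced in vivo, and 278 spliced and 23 unspliced in the deproteinized condition. The largest in vivo difference was an A at the nucleotide 5 nt before the branch site, in 26.4% of spliced introns (95% Wilson interval 20.8 to 32.9%) and 52.6% of unspliced introns (31.7 to 72.7%). After deproteinization, it was an A at the nucleotide 4 nt before the branch site, in 29.1% (24.1 to 34.7%) and 4.35% (0.772 to 21.0%).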

We also assessed the sequence content across branch sites in both spliced and unspliced groups, and no sequence preference was observed (Additional file 1: Figure S9). SHAPE reactivities of regions immediately upstream of dinucleotide AG at 3′ss (from − 7 to − 4 positions) were relatively lower than flanking regions (Fig. 3a, b). However, there was no significant SHAPE reactivity difference between spliced and unspliced events at 3′ss regions, indicating no direct association with splicing. Collectively, both RNA structure features upstream of 5′ss and at the branch site in pre-mRNAs were associated with splicing.

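Positions −7 to −4 of the 3′ss were set against positions −20 to −8. In vivo they averaged 0.353 ± 0.133 (SD) against 0.378 ± 0.104, a mean difference of −0.0241 per intron (n = 24092, two-sided permutation test, p = 1e-05), and 39.5% of introns had a higher mean in positions −7 to −4. After deproteinization, the means were 0.345 ± 0.119 and 0.383 ± 0.0971, a difference of −0.0376 (n = 34026, permutation test, p = 1e-05), with 36.1% of introns higher. The positions were unlike: in vivo, −5 and −4 averaged 0.327 and 0.315, whereas −7 averaged 0.3775, near the flanks, and −6 averaged 0.392, above them. From −7 to −4 after deproteinization, the means were 0.377, 0.371, 0.321 and 0.310. With the recurring score of each intron treated as missing, a setting chosen after the data were seen, the in vivo difference moved most, to −0.0160.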

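At positions −7 to −4, spliced events averaged 0.351 ± 0.131 (SD, n = 706 introns) and unspliced events 0.341 ± 0.139 (SD, n = 81) in vivo, a difference of 0.00969 (95% interval −0.0230 to 0.0400). After deproteinization, they averaged 0.343 ± 0.116 (SD, n = 1000) and 0.378 ± 0.162 (SD, n = 122), and the difference of −0.0350 had a 95% interval below 0, from −0.0649 to −0.00647. Restricted to introns with values in both conditions, the deproteinized difference was −0.00563 (95% interval −0.0418 to 0.0299).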

We then explored whether these RNA structure features are also associated with splice site selection in alternative splicing events. Firstly, we identified alternative 5′ss events from genome annotation and selected those pre-mRNAs with two alternative 5′ss (5116 alternative 5′ss events were identified and used in the following analysis, Additional file 3). 

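The first 1998 events of the authors' list were used, out of the paper's 5116. In all of the events used the distal 5′ss was the major one, so events with a proximal major 5′ss were not analysed here. Each event was treated as a pair, the reactivity at its major 5′ss minus that at its minor 5′ss, and the mean over events is given with a 95% bootstrap interval and no test, because part of the list was used.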

We then classified the two alternative 5′ss as distal and proximal 5′ss, according to their relative positions. Based on the expression levels of the corresponding isoforms, we then identified the major 5′ss (≥ 80% of total abundance of the two isoforms) and the minor 5′ss (≤ 20% of total abundance of the two isoforms) (see details in the “Methods” section). 

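In alternative 5′ss events whose distal 5′ss was the major one, the in vivo reactivity at the −1 position averaged 0.604 ± 0.382 (SD) at the major 5′ss and 0.391 ± 0.279 at the minor 5′ss. The mean difference within events was 0.213 (95% interval 0.169 to 0.257, n = 436 events), and the major 5′ss had the higher reactivity in 64.7% of events and the lower in 30.7%. After deproteinization, the means at −1 were 0.645 ± 0.378 and 0.414 ± 0.268, and the mean difference was 0.230 (95% interval 0.195 to 0.266, n = 685), with the major 5′ss higher in 66.3% of events. At −2 the differences were 0.0855 (95% interval 0.0513 to 0.120, n = 432) in vivo and 0.0976 (95% interval 0.0711 to 0.125, n = 683) in the deproteinized condition. Of the alternative settings, the share of positions with a reactivity of at least 0.6 departed most at −1, with a difference in shares of 0.323 in vivo and 0.374 in the deproteinized condition.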

We found that SHAPE reactivities at the − 1 and − 2 positions upstream of 5′ss were significantly higher in the major 5′ss group than those in the minor 5′ss group, regardless of distal or proximal positions (Fig. 3c, d). Therefore, the two-nucleotide single-stranded RNA structure feature upstream of 5′ss was associated with the selection of alternative 5′ss. 

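For alternative 3′ss, the first 1998 events of the authors' list were used, out of the paper's 9237, and in all of them the proximal 3′ss was the major one. The CURAY motif gave both alternative 3′ss the same branch site A in 83 events in vivo and in 118 events in the deproteinized condition, and these events were left out. In the 11 remaining in vivo events the branch site A averaged 0.582 ± 0.492 (SD) for the major 3′ss and 0.268 ± 0.280 for the minor 3′ss, a mean difference of 0.314 (95% interval −0.00998 to 0.631). In the 13 remaining deproteinized events the means were 0.712 ± 0.350 and 0.480 ± 0.413, a mean difference of 0.232 (95% interval −0.106 to 0.555). The wider motif gave differences of 0.0335 (95% interval −0.0307 to 0.0978, n = 195 events) in vivo and 0.0316 (95% interval −0.0260 to 0.0903, n = 266) in the deproteinized condition. With the A 18 to 40 nt from the intron end, the in vivo difference was 0.403 over 9 events, with an interval from 0.113 to 0.691, and with scores of 0 treated as missing it was 0.464 over 5 events, with an interval from 0.0602 to 0.783. The same settings gave 0.1875 (95% interval −0.186 to 0.563, 8 events) and 0.00108 (95% interval −0.3155 to 0.300, 10 events) in the deproteinized condition. With introns in both conditions, the differences were 0.2735 (95% interval −0.0419 to 0.595) in vivo and 0.288 (95% interval −0.132 to 0.6675) in the deproteinized condition, over 8 events each.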

We then performed the corresponding assessment for alternative 3′ss events (9237 alternative 3′ss events were identified and used in the following analysis, Additional file 4) and found SHAPE reactivities at branch sites were notably higher in the major 3′ss group compared to the minor 3′ss group, regardless of distal or proximal positions (Fig. 3e, f). Thus, single-strandedness at the branch site was associated with the selection of alternative 3′ss. Taken together, RNA structure features identified upstream of 5′ss and at the branch site were also strongly associated with the recognition of alternative 5′ss and 3′ss in alternative splicing events.

### The two-nucleotide single-stranded RNA structure feature upstream of 5′ss is sufficient to regulate splicing

A nucleotide with high GC content tends to be more double-stranded [33]. Thus, the distinctive single-strandedness at the − 1 nucleotide upstream of 5′ss, as a conserved G, is unexpected. In addition, the − 1 and − 2 nucleotide positions lie within the nine-nucleotide binding region of U1 snRNA (from − 3 to + 6 nt region of 5′ss) during splicing [34]. 

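The G at −1 was compared with the G of other AGGU sequences inside the same introns, for introns whose exon ends in AG before GU. AGGU sequences at an annotated 5′ss were left out. In vivo, 2566 introns with 3992 such sequences were compared. The −1 nucleotide averaged 0.616 ± 0.382 (SD) and the G of the other AGGU sequences 0.337 ± 0.200, a difference of 0.279 (two-sided permutation test, p = 1e-05), and the −1 nucleotide was the more reactive in 67.7% of introns. After deproteinization, the comparison covered 3984 introns with 6134 such sequences. The means were 0.636 ± 0.3803 and 0.360 ± 0.201, a difference of 0.277 (permutation test, p = 1e-05), with 68.9% of introns more reactive at −1. Treating scores of 0 as missing moved the in vivo difference most, to 0.336.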

If this splicing associated RNA structure feature we observed, affected U1 snRNA binding, then a similar RNA structure feature should have been observed across the whole binding site. However, high SHAPE reactivities were only observed for two out of nine nucleotides rather than the whole binding site. Consequently, we tested whether these two single-stranded nucleotides upstream of 5′ss were sufficient to regulate splicing. 

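Within the U1 binding region, the mean in vivo reactivity in spliced events was 0.313 at −3, and from +1 to +6 it lay between 0.314 at +1 and 0.352 at +2. After deproteinization, it was 0.341 at −3 and lay between 0.335 at +5 and 0.365 at +2. In unspliced events the 7 positions other than −2 and −1 lay between 0.324 and 0.381 in vivo and between 0.335 and 0.425 in the deproteinized condition, from 82 or 83 introns in vivo and 123 or 124 in the deproteinized condition.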

We selected the first exon-intron-exon region of *AT5G56870* successfully spliced as a representative example of the pre-mRNAs comprising this distinctive two-single-stranded RNA structure feature upstream of 5′ss (Fig. 4a, Additional file 1: Figure S12). 

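The first intron of AT5G56870 lies on the plus strand of chromosome 5 of TAIR10 from 23004458 to 23004733 and is 276 nt long. The reference sequence from −3 to +6 is GAGGUAACA. Its deproteinized reactivities were analysed and its in vivo reactivities were not analysed here. The −1 position had the highest score of the scale, 1, and the −2 position had a score of 0.669. The flanks averaged 0.250 ± 0.0463 (SD over nucleotides), and of the 40 positions from −20 to +20 no other reached the score at −2.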

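RNAfold with the deproteinized reactivities gave the first intron of AT5G56870 an unpaired probability of 0.0759 at −1 and 0.0465 at −2, over 50 nt of exon and 50 nt of intron. Without reactivities the probabilities were 0.0114 and 0.0222.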

The single-strandedness of − 1 and − 2 positions was further confirmed by RNA structure model constrained with SHAPE reactivity (Additional file 1: Figure S13). We then made use of it for our functional validation. To avoid disrupting base-pairing between 5′ss and U1 snRNA during splicing, we maintained the U1 snRNA binding site sequence content and inserted a short sequence immediately upstream of this U1 binding site to form a stable hairpin structure with the whole U1 binding site completely base-paired (illustrated in Fig. 4b). Then, we introduced a series of mutations in the inserted sequence that base-pair with the U1 binding site in order to disrupt the base-pairing status of different nucleotides (Fig. 4b). We assessed the splicing events on these designed constructs through transient expression assays in *Nicotiana benthamiana* (Fig. 4c). First, we confirmed that the native sequence construct was successfully spliced in tobacco leaves (Fig. 4d, lane 1 of *AT5G56870*). Splicing was completely inhibited when the whole U1 snRNA binding site was completely base-paired with the inserted sequence upstream (Fig. 4d, lane 2 of *AT5G56870*). By introducing a mutation “AA” to allow base-pairing disruption at − 1 and − 2 positions upstream of 5′ss, we found splicing was rescued (Fig. 4d, lane 3 of *AT5G56870*). To avoid potential effects due to changing the sequence content, we also mutated these two nucleotides to “GG” that also disrupted the base-pairing status at − 1 and − 2 positions and found splicing was also rescued (Fig. 4d, lane 4 of *AT5G56870*). Furthermore, we assessed the other mutations designed to disrupt other base-pairing sites across the whole U1 binding site (Fig. 4d, lanes 5–22). Remarkably, structure disruptions of all other base-pairing sites, even a three-nucleotide mutation, were not able to rescue splicing (Fig. 4d, lanes 5–22). We also performed the experimental validation with the same design in two additional genes (*AT1G08450* and *AT3G08930*, Additional file 1: Figure S14). All these results showed that only the mutations disrupting the base-pairing of − 1 and − 2 positions can significantly restore splicing (Fig. 4d, Additional file 1: Figure S14). Hence, our results indicated that only the two-nucleotide single-stranded RNA structure feature at − 1 and − 2 positions upstream of 5′ss was sufficient to regulate splicing.

**Fig. 4:**
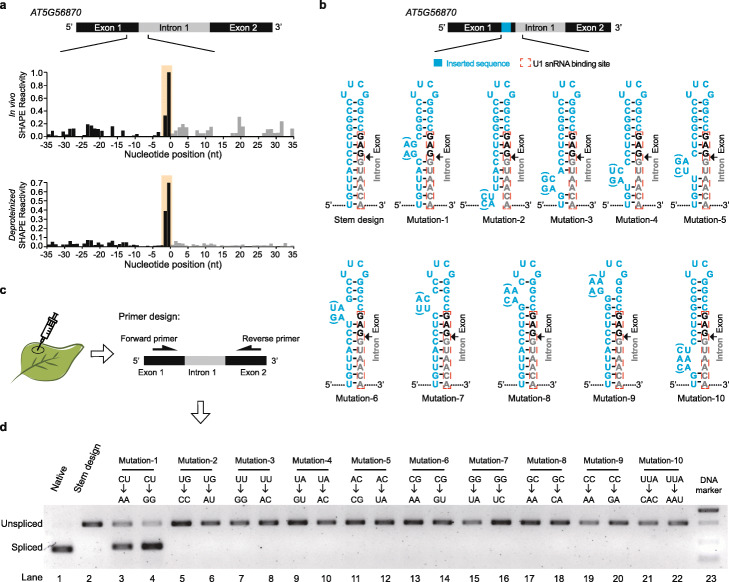
The two-nucleotide single-stranded RNA structure feature at − 1 and − 2 nt positions upstream of 5′ss can regulate splicing. **a** SHAPE reactivity profiles across 5′ss of the first intron of *AT5G56870*. High SHAPE reactivities are observed at − 1 and − 2 nt positions (shaded in yellow) upstream of 5′ss under both in vivo (top) and *deproteinized* (bottom) conditions, which resemble the global SHAPE reactivity profiles for spliced events. **b** Schematic of experimental design to validate the effect of single-strandedness at the − 1 and − 2 positions of 5′ss on splicing of the first intron of *AT5G56870*. A short sequence (blue) was inserted immediately upstream of the U1 snRNA binding site (red dashed box) to form a stable hairpin structure with the whole U1 binding site completely base-paired. The exon and intron sequences are colored in black and gray, respectively. A series of mutations were introduced at different positions of the inserted sequence to disrupt the base-pairing status of different nucleotides. Two types of mutations (with/without bracket) were designed for each position to avoid potential effects due to changing the sequence content. **c**, **d** Determination of splicing events by transient expression assay in *Nicotiana benthamiana*. The spliced and unspliced products were distinguished by semiquantitative RT-PCR using the same pair of primers located upstream and downstream of the intron. Spliced and unspliced products are indicated by bands with different sizes. The construct with native sequence was successfully spliced (lane 1). Splicing was completely inhibited in the stem design (lane 2). The mutation “AA” or “GG” disrupted the base-pairing status at − 1 and − 2 positions upstream of 5′ss (Mutation-1) and rescued the splicing (lanes 3 and 4). All other mutations (Mutation-2–10) designed to disrupt other base-pairing sites across the U1 binding site did not rescue the splicing (lanes 5–22). Lane 23, the DNA marker

### A unique RNA structure feature on pre-mRNAs is associated with polyadenylation and alternative polyadenylation

Another key step of mRNA processing is polyadenylation that starts with endonucleolytic cleavage on pre-mRNAs followed by addition of a poly(A) tail at the cleavage site [2]. Since only the pre-mRNA structure before endonucleolytic cleavage can be used for elucidating the mechanism underpinning polyadenylation, we assessed whether pre-mRNAs before endonucleolytic cleavage were enriched in our Nuc-SHAPE-Structure-Seq libraries. We compared the sequencing read coverage across cleavage sites (poly(A) sites) annotated in a previous study [35] with both our Nuc-SHAPE-Structure-Seq libraries and cytosolic SHAPE-Structure-Seq libraries. The reads across poly(A) sites were highly enriched in our Nuc-SHAPE-Structure-Seq libraries compared to our cytosolic SHAPE-Structure-Seq data (Additional file 1: Figure S15). This indicated high enrichment of pre-mRNAs before polyadenylation in our Nuc-SHAPE-Structure-Seq libraries (Additional file 1: Figure S15).

To accurately determine RNA structure features across poly(A) sites, only reads mapped across poly(A) sites and in downstream flanking regions were used to generate SHAPE reactivity profiles (3077 and 551 poly(A) sites with ≥ 1 RT-stop per nucleotide under in vivo and *deproteinized* conditions were used in the analysis, Additional files 5, 6). 

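The poly(A) tables hold windows of 100 nt, 1 reactivity per nucleotide, from the authors' counts of RT-stops in reads across or downstream of a poly(A) site. The in vivo table has 6605 windows in 3338 genes and the deproteinized table 1068 windows in 576 genes. Unlike the splicing tables, they run from 0 to 2, and they were divided by 2 before use. Zero made up 5.00% of in vivo and 5.02% of deproteinized values, and the highest score 6.00% and 6.01%. A single intermediate score recurred at a median of 26.0% of the nucleotides of a window in vivo and 22.0% in the deproteinized condition. No values were missing. Constitutive sites precede alternative sites in each table, and this order gave 3084 constitutive sites in vivo and 552 in the deproteinized condition, 515 of them in both; the paper's reported numbers are 3077 and 551. Position 0, the poly(A) site, was placed at nucleotide 51 of the window, because the AAUAAA motif had the same distance to the site in the authors' list under this numbering in 211 of 221 genes. The authors' lists place the sites 49 nt after the first coordinate of the window on the plus strand. With the first coordinate as nucleotide 1, this offset points to nucleotide 50, which was run as an alternative setting. On the minus strand the lists place the sites 100 nt further, outside the window. The windows of the tables were used on both strands. The site at nucleotide 51 held in 99 of 105 genes on the plus strand and 112 of 116 on the minus strand. The regions from −28 to −17 and from −4 to +1 were compared with the remaining positions from −40 to +40 by the sign-flip permutation test used for introns, with the signs of all sites of a gene flipped together.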

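At constitutive poly(A) sites in vivo, the mean reactivity from −28 to −17 was 0.409 ± 0.104 (SD over sites) against 0.384 ± 0.0499 in the flanks, a mean difference of 0.0242 per site (n = 3084, two-sided permutation test, p = 1e-05, the smallest p possible), and 55.2% of sites lay above their flanks. From −4 to +1 the mean was 0.403 ± 0.126, a difference of 0.0185 (n = 3084, permutation test, p = 1e-05), with 50.8% of sites above their flanks. After deproteinization, the means were 0.428 ± 0.106, 0.412 ± 0.132 and, in the flanks, 0.389 ± 0.0517. The differences were 0.0394 (n = 552, permutation test, p = 1e-05) and 0.0230 (n = 552, permutation test, p = 5e-05), with 62.3% and 53.1% of sites above their flanks. Restricting the in vivo sites to the 515 in both conditions moved the first difference most, to 0.0507. Other settings were chosen after the data were seen. With the recurring score of each window treated as missing, the deproteinized difference from −4 to +1 was 0.00904 (permutation test, p = 0.169). With the poly(A) site at nucleotide 50, the differences from −4 to +1 were 0.0104 in vivo (permutation test, p = 1e-05) and 0.0143 after deproteinization (permutation test, p = 0.0103). At nucleotide 52 they were 0.0219 (permutation test, p = 1e-05) and 0.0229 (permutation test, p = 1.1e-04). Of single nucleotides in vivo, 22.2% from −28 to −17 and 21.7% from −4 to +1 reached 0.6, against 18.8% in the flanks (two-sided Fisher's exact tests that take nucleotides as independent, p = 2.77e-51 and 5.02e-22). After deproteinization, the shares were 25.6%, 23.8% and 20.0% (Fisher's exact tests, p = 2.08e-24 and 1.72e-07). From −4 to +1, the lowest scores were also more frequent than in the flanks in vivo, by 0.431 percentage points.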

We found that average SHAPE reactivities in two regions (from − 28 to − 17 nt upstream of the poly(A) site and from − 4 to + 1 nt across the poly(A) site) were significantly higher compared to flanking regions for both in vivo and *deproteinized* conditions (Fig. 5a, b), suggesting these two regions tended to be more single-stranded than flanking regions. To eliminate the effect of nucleotide composition, we identified control sites where nucleotide composition was similar to the sequence content across poly(A) sites, but where polyadenylation did not occur (Additional file 1: Figure S16). We found no significant RNA structure features across these control sites, indicating the two single-stranded regions observed across the poly(A) sites above were specifically associated with polyadenylation (Fig. 5a, b). Furthermore, we assessed whether these two single-stranded regions also appeared in alternative polyadenylation sites. Compared to constitutive poly(A) sites, we found a similar but weaker structure feature across alternative polyadenylation sites (Additional file 1: Figure S17, Additional files 7, 8). 

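The first 1998 alternative poly(A) sites of the authors' in vivo list were used, out of 3506 in the paper's full list, so no test was run on them. In vivo, the difference from the flanks was 0.0112 (95% bootstrap interval 0.00689 to 0.0157) from −28 to −17 and 0.00699 (95% interval 0.00149 to 0.0128) from −4 to +1. With the recurring score of each window treated as missing, a setting chosen after the data were seen, these values were 0.00306 and −3.75e-04, with intervals that included 0. With the poly(A) site at nucleotide 50 of the window, another such setting, the value from −4 to +1 was 0.00229, with an interval from −0.00315 to 0.00779. Other settings raised the value from −4 to +1: it was 0.0111 (95% interval 0.00552 to 0.0169) with scores of 0 treated as missing and 0.00889 (95% interval 0.003155 to 0.0147) with flanks next to the region, and, both chosen after the data were seen, 0.0122 (95% interval 0.00634 to 0.0180) with the site at nucleotide 52 and 0.0101 (95% interval 0.00596 to 0.0144) at all 3521 sites that follow the constitutive ones in the table. At the 514 alternative sites of the complete deproteinized list the differences were 0.0236 (two-sided permutation test, p = 2e-05) and 0.0161 (permutation test, p = 0.00644). From −4 to +1 in that condition, a signed-rank statistic gave p = 0.102 (permutation test), and the settings chosen after the data were seen gave 0.00930 with the recurring score missing (permutation test, p = 0.1825) and 0.009275 with the site at nucleotide 50 (permutation test, p = 0.0972). By strand, also a choice made after the data were seen, the deproteinized values from −4 to +1 were 0.0114 at 260 sites on the plus strand (permutation test, p = 0.212) and 0.0208 at 254 on the minus strand (permutation test, p = 0.00603). In vivo they were 0.00581 (95% interval 3.275e-06 to 0.0117) at 1808 and 0.0183 (95% interval −3.10e-04 to 0.0372) at 190 sites, and from −28 to −17 they were 0.0121 (95% interval 0.00740 to 0.0169) and 0.00318 (95% interval −0.0101 to 0.01635). Constitutive sites exceeded alternative sites from −28 to −17 by 0.0130 (95% interval 0.00711 to 0.0188) in vivo and by 0.0158 (95% interval 0.00212 to 0.0292) in the deproteinized condition. From −4 to +1 they exceeded them by 0.0115 (95% interval 0.00431 to 0.0189) in vivo, and in the deproteinized condition by 0.00696 with an interval from −0.00950 to 0.0228.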

Notably, these structure features were different to those identified from a previous RNA structurome study on mature mRNAs [24], further indicating structure differences between pre-mRNAs and mature mRNAs. Therefore, this RNA structure feature with two single-stranded regions may also be responsible for alternative polyadenylation.

**Fig. 5:**
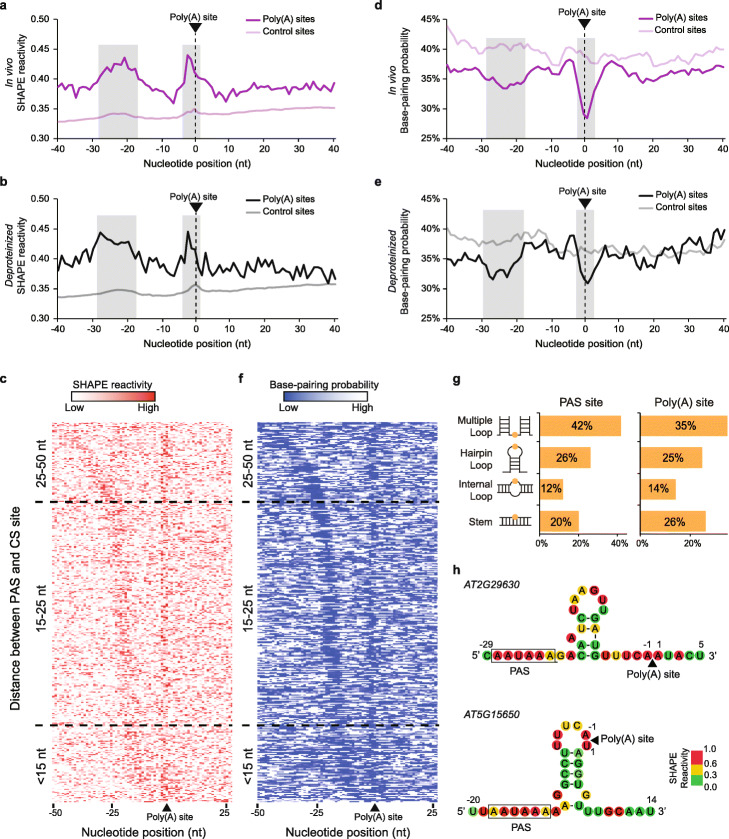
Two single-stranded regions on pre-mRNA are associated with polyadenylation. **a**, **b** SHAPE reactivity profiles across poly(A) sites for in vivo (**a**) and *deproteinized* (**b**) conditions. The *X*-axis represents the relative position to the poly(A) site. Average SHAPE reactivities in two regions (gray shaded) were significantly higher compared to flanking regions for both in vivo (purple) and *deproteinized* (black) conditions (Fisher’s exact test, *P* value = 3.1e−14 and 3.6e−6 for in vivo; *P* values = 4.7e−12 and 1.4e−3 for *deproteinized*). The numbers of control sites are 4575 and 983 for in vivo and *deproteinized* conditions, respectively. The numbers of poly(A) sites are 3077 and 551 for in vivo and *deproteinized* conditions, respectively. **c** Heatmap showing in vivo SHAPE reactivity profiles across the PAS motif “AAUAAA” and poly(A) site. The pre-mRNAs are sorted by the distance between PAS and poly(A) site. The gradient color from light to dark red represents SHAPE reactivity from low to high. The SHAPE reactivities are much higher at both the PAS and poly(A) sites compared to flanking regions. **d**, **e** Base-pairing probability (BPP) profiles across poly(A) sites for in vivo (**d**) and *deproteinized* (**e**) conditions. Average BPPs in two regions (gray shaded) were significantly lower compared to flanking regions for both in vivo (purple) and *deproteinized* (black) conditions (Fisher’s exact test, *P* value = 5.0e−12 and 1.4e−7 for in vivo; *P* values = 1.3e−8 and 2.8e−6 for *deproteinized*). **f** Heatmap showing in vivo BPPs across the conventional PAS motif “AAUAAA” and poly(A) site. **g** Classification of RNA structure elements across the PAS and poly(A) sites. The three different single-stranded types (multiple loop, hairpin loop, and internal loop) and the double-stranded stem type were assessed for all the PAS and poly(A) sites. The percentage of each type is shown. Most of the PAS and poly(A) sites are located in the single-stranded loop regions. **h** Illustrations of two individual pre-mRNA structures with both the PAS and poly(A) sites located in single-stranded loop regions. Nucleotides were color-coded according to the in vivo SHAPE reactivity values

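The motif AAUAAA was searched in the reference sequence with its first base 10 to 50 nt upstream of the poly(A) site. It was present at 346 (11.2%) of 3080 constitutive sites in vivo and at 48 (8.70%) of 552 in the deproteinized condition, at a median first base of −23 and −24. The first base lay between −28 and −17 at 75.4% of these sites in vivo and at 68.8% in the deproteinized condition. An even spread over the searched positions would place 29.3% of first bases there. The whole motif lay between −28 and −17 at 43.9% of these sites in vivo and at 50% in the deproteinized condition.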

Further investigation of the sequence content in positions − 28 to − 17 nt upstream of poly(A) sites showed that this region had an accumulation of the conventional polyadenylation signal (PAS) motif “AAUAAA” (Additional file 1: Figure S18, Additional file 9). We then aligned SHAPE reactivities across this conventional PAS motif “AAUAAA” upstream of poly(A) sites and sorted pre-mRNAs by the distance between PAS and poly(A) sites (Fig. 5c). The corresponding SHAPE reactivities across PAS and poly(A) sites for each pre-mRNA were then plotted as a heatmap (Fig. 5c). 

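At the 346 in vivo sites with AAUAAA, the 6 nt of the motif averaged 0.464 ± 0.157 (SD) against 0.369 ± 0.0746 in the nucleotides 3 to 14 nt away on either side. The mean difference was 0.0949 (two-sided permutation test, p = 1e-05), and 72.3% of motifs lay above their flanks. At the same sites, positions −4 to +1 exceeded their flanks by 0.0170 (95% bootstrap interval 0.00335 to 0.0306). The lowest score was more frequent in the motif than in its flanks by 2.05 percentage points (permutation test, p = 5.4e-04) and the highest score by 7.89 percentage points (permutation test, p = 1e-05). Restricting the sites to the 47 in both conditions moved the difference at the motif most, to 0.171.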

We found that SHAPE reactivities were higher at both PAS sites and across poly(A) sites compared to flanking regions (Fig. 5c). Thus, the conventional polyadenylation signal (PAS) motif “AAUAAA” tended to be a single-stranded region. 

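At the 48 deproteinized sites with the motif, it averaged 0.475 ± 0.146 (SD) against 0.402 ± 0.0784 in its flanks, a difference of 0.0735 (two-sided permutation test, p = 0.00107), with 68.8% of motifs above their flanks. By strand, a choice made after the data were seen, the difference was 0.0272 at 21 sites on the plus strand (permutation test, p = 0.403) and 0.110 at 27 sites on the minus strand (permutation test, p = 3e-04).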

Interestingly, this unique structure feature consistently appeared regardless of the distance between PAS and poly(A) sites (Fig. 5c). Hence, our results suggested that the single-strandedness of both PAS and poly(A) sites may serve as RNA structure signals for polyadenylation.

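The in vivo sites were divided by the distance from the first base of the motif to the poly(A) site. The motif exceeded its flanks by 0.0543 (95% bootstrap interval 0.0204 to 0.0894) at 54 sites with a distance of 10 to 18 nt and by 0.0946 (0.0685 to 0.122) at 146 sites with 19 to 23 nt. At 86 sites with 24 to 28 nt it exceeded them by 0.108 (0.0734 to 0.142), and at 60 sites with 29 to 50 nt by 0.114 (0.0791 to 0.152). Around the poly(A) site itself, positions −4 to +1 exceeded their flanks by 0.0325 (−0.00385 to 0.0694), 0.00569 (−0.0140 to 0.0257), 0.0130 (−0.0142 to 0.0416) and 0.0365 (0.00363 to 0.0713) in the same order of distance. After deproteinization, the motif exceeded its flanks by 0.00314 (−0.125 to 0.135) at 8 sites with 10 to 18 nt, and by 0.0812 (0.0300 to 0.1398), 0.0937 (0.0170 to 0.173) and 0.0887 (0.0141 to 0.162) at 15, 14 and 11 sites of the longer distances. Positions −4 to +1 of these sites exceeded their flanks by 0.125 (0.00941 to 0.226) at 10 to 18 nt, and at the longer distances the differences were 0.0101 (−0.0393 to 0.0616), 0.00373 (−0.0430 to 0.0491) and −0.0275 (−0.0986 to 0.05265). Differences between the distance classes were not tested.

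**Figure D2:**
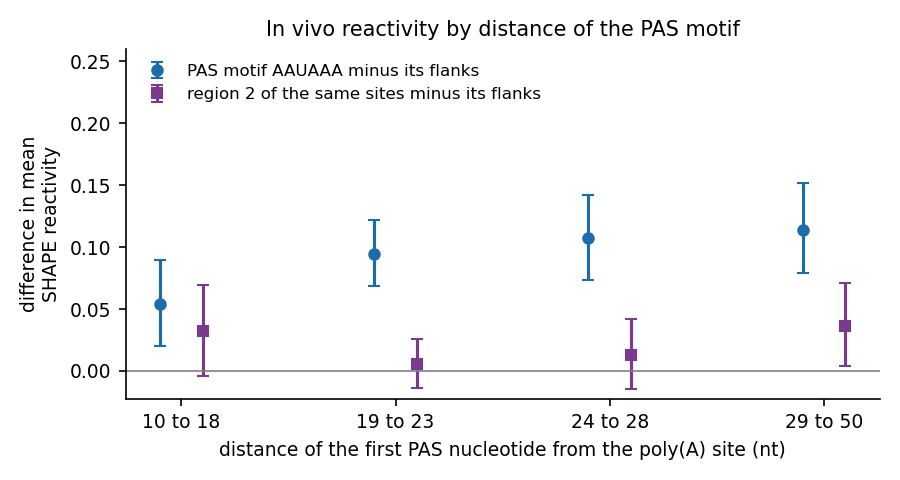
In vivo reactivity minus that of the flanks (y axis, score with no unit) for the AAUAAA motif and for positions −4 to +1 of the poly(A) site, by distance between motif and poly(A) site (x axis, nt). Points are means over sites and bars are 95% bootstrap intervals; the intervals of the motif lie above 0 at all 4 distances, from 0.0543 to 0.114, and those of positions −4 to +1 include 0 except at 29 to 50 nt.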

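Sites without the motif showed the difference from −28 to −17 as well, by 0.0228 at 2734 sites in vivo and by 0.0393 at 504 sites in the deproteinized condition (two-sided permutation tests, p = 1e-05 each). From −4 to +1, they differed from their flanks by 0.0187 in vivo (permutation test, p = 1e-05) and by 0.0234 in the deproteinized condition (permutation test, p = 6e-05). From higher reactivities at the motif and across poly(A) sites at every distance between them, the paper proposes that single-stranded PAS and poly(A) sites act as structure signals for polyadenylation.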

To understand what type of RNA structures could be formed with these two single-stranded regions, we folded sequences across the poly(A) sites with the constraints of SHAPE reactivities by using the *Vienna RNAfold* package [36]. We then calculated the base-pairing probability (BPP) of each nucleotide [36]. Consistent with our SHAPE reactivity profiles, we found that the BPPs in these two regions (from − 28 to − 17 nt upstream of the poly(A) site and from − 4 to + 1 nt across the poly(A) site) were significantly lower compared to the flanking regions for both in vivo and *deproteinized* conditions, confirming the single-strandedness of these two regions (Fig. 5d, e). Furthermore, we found no obvious BPP features across the control sites, indicating this structure feature was not due to preferential nucleotide composition (Fig. 5d, e). 

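Each window of 100 nt was folded whole with the reactivities divided by 2, under the folding settings used for the 5′ss. In vivo, the BPP averaged 0.518 ± 0.177 (SD, n = 3080 sites) from −28 to −17 and 0.497 ± 0.245 from −4 to +1, against 0.512 ± 0.0897 in the flanks. The differences were 0.00666 (two-sided permutation test, p = 0.0524) and −0.0147 (permutation test, p = 0.00155). After deproteinization, the differences were 0.00912 (n = 552, permutation test, p = 0.269) and −0.00642 (permutation test, p = 0.534). These signs depended on the folding. With the reactivities on the scale of the table, up to 2, a setting chosen after the data were seen, the differences from −28 to −17 were −0.00765 (permutation test, p = 0.00715) in vivo and −0.0195 (permutation test, p = 0.00372) in the deproteinized condition, and those from −4 to +1 were 0.00222 (permutation test, p = 0.522) and 0.0118 (permutation test, p = 0.147). Without reactivities the in vivo differences were 0.0194 (permutation test, p = 1e-05) and −0.00244 (permutation test, p = 0.577).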

We also generated the heatmap of BPPs across the conventional PAS motif “AAUAAA” and poly(A) sites. We found that the BPPs were much lower at both PAS sites and poly(A) sites compared to flanking regions (Fig. 5f), consistent with SHAPE reactivity profiles (Fig. 5c). In addition, we assessed the detailed RNA structure elements across PAS and poly(A) sites using the *Forgi* utility [37]. 

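Across the AAUAAA motif, the in vivo BPP averaged 0.368 ± 0.262 (SD, n = 346 sites) against 0.519 ± 0.128 in its flanks, a difference of −0.151 (two-sided permutation test, p = 1e-05), and 71.4% of motifs had a lower BPP than their flanks. After deproteinization, the means were 0.304 ± 0.228 (SD, n = 48) and 0.512 ± 0.145, a difference of −0.209 (permutation test, p = 2e-05), with 79.2% of motifs lower. Folding without reactivities gave differences of −0.125 in vivo (permutation test, p = 1e-05) and −0.152 after deproteinization (permutation test, p = 6.7e-04). A lower BPP at the motif was thus predicted from the sequence alone. At the in vivo sites with the motif, the BPP from −4 to +1 differed from its flanks by −0.0147 (95% bootstrap interval −0.0429 to 0.0141).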

We found that most RNA structures had both PAS and poly(A) sites located in single-stranded loop regions including multiple loop, hairpin loop, and internal loop (Fig. 5g). For instance, one type of RNA structure comprised both PAS and poly(A) sites located in multiple loop regions and connected by one hairpin structure (an example is illustrated in Fig. 5h—top). 

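Loop types were read from the minimum free energy structure of each in vivo window by a classification written for this purpose in place of Forgi, with nucleotides outside all helices counted with the multiple loops. The poly(A) site lay in a stem at 46.1% of 3080 sites (95% Wilson interval 44.3 to 47.8%), in a hairpin loop at 22.1% (20.6 to 23.6%), in an internal loop at 19.2% (17.9 to 20.6%) and in a multiple or external loop at 12.6% (11.5 to 13.8%). The PAS lay in a stem at 39.9% of 346 sites (34.9 to 45.1%), in a hairpin loop at 24.0% (19.8 to 28.8%), in a multiple or external loop at 18.5% (14.8 to 22.9%) and in an internal loop at 17.6% (14.0 to 22.0%). Folding with the reactivities on the scale of the table moved these shares most. The share in a multiple or external loop rose to 62.1% for poly(A) sites and 74.3% for the PAS, and the share in a stem was 13.3% and 4.91%.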

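For AT2G29630, the window from 12669887 to 12669986 on the plus strand of chromosome 2 of TAIR10 has its poly(A) site at 12669937 and an AAUAAA motif 27 nt upstream. In vivo, the motif averaged 0.866, positions −4 to +1 averaged 0.686, the nucleotide at the poly(A) site itself had 0.401 and the whole window averaged 0.394. The main folding placed the PAS in a hairpin loop and the poly(A) site in an internal loop. The folding with reactivities up to 2 placed both in multiple or external loops. After deproteinization, the motif of this window averaged 0.405, positions −4 to +1 averaged 0.459 and the window averaged 0.429. The main folding then placed the PAS in a stem and the poly(A) site in an internal loop, and the folding up to 2 was unchanged.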

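For AT5G15650, the window runs from 5094309 to 5094408 on the plus strand of chromosome 5, with the poly(A) site at 5094359 and an AAUAAA motif 17 nt upstream. The motif averaged 0.616 in vivo, the nucleotide at the poly(A) site had a reactivity of 0.645, positions −4 to +1 averaged 0.5395 and the window averaged 0.350. The main folding placed the PAS in a stem and the poly(A) site in a hairpin loop, and the folding with reactivities up to 2 placed the PAS in a multiple or external loop with the poly(A) site in a hairpin loop.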

Another type of RNA structure comprised the PAS site located in a multiple loop region with the poly(A) site located in a hairpin loop region (an example is illustrated in Fig. 5h—bottom). Therefore, our results indicated that diverse RNA structures were formed to maintain single-strandedness at both PAS and poly(A) sites.

## Discussion

For the first time, we generated the in vivo RNA structure landscape of *Arabidopsis* nuclear RNAs with structure information for all four nucleotides by developing Nuc-SHAPE-Structure-Seq. Having achieved high coverage and high accuracy with our Nuc-SHAPE-Structure-Seq, we were able to investigate global RNA structure features of nuclear mRNAs and uncover the regulatory role of RNA structure in mRNA processing.

### Nuclear mRNAs fold differently from cytosolic mRNAs across translation start and stop sites

Cytosolic mRNAs are the processed products from nuclear mRNAs; thus, they share the same sequences. An intriguing question is whether nuclear mRNA structures in these regions are the same as cytosolic mRNA structures? Here, we found that RNA structure features downstream of start codons and at stop codons were significantly different between nuclear and cytosolic mRNAs (Fig. 2). A previous in vitro study suggested that mature mRNAs might require strong structures downstream of the start codon for increasing the 40S subunit “dwell time” [38]. Our observation (Fig. 2a) implied that stronger structures downstream of the start codon in cytosolic mRNAs compared to nuclear mRNAs might relate to the ribosome pausing in vivo. At stop codons, we found much higher SHAPE reactivities in cytosolic mRNAs (Fig. 2b). This single-stranded structure feature was also observed in a previous RNA structurome study and was suggested to facilitate translation termination [39]. But in nuclear mRNAs, this structure feature was much weaker (Fig. 2b), implying this single-stranded structure feature at stop codons in cytosolic mRNAs might be specific for translation termination. Taken together, these structure feature differences between nuclear and cytosolic mRNAs implied that mRNAs might undergo refolding from the nucleus to the cytosol.

In addition to the effects on structure differences from translation, mRNA processing, e.g., polyadenylation and splicing, might also impact the folding status of RNA structures in different cellular compartments. Previous RNA structure profiling of mature mRNAs after polyadenylation in human observed more folded structure features in the region downstream of PAS sites compared to the region upstream of PAS, which were found to facilitate polyadenylation [15]. However, we did not observe significant structure differences between these two regions in our Nuc-SHAPE-Structure-Seq, suggesting mRNAs might be refolded after polyadenylation (Fig. 5a, b). In addition, we found a distinctive single-stranded region across poly(A) sites (Fig. 5a, b), demonstrating that our method had overcome the limitations of previous mature mRNA structurome studies, which lacked structure information across poly(A) sites [15]. Furthermore, our previous study on mature mRNAs in *Arabidopsis* revealed that significantly more folded structure features formed upstream of alternative polyadenylation sites compared to flanking regions [24]. However, we found RNA structure features associated with alternative polyadenylation in the pre-mRNAs before polyadenylation (Additional file 1: Figure S17) were different from those observed in mature mRNAs [24]. Additionally, our previous study on mature RNAs showed a stronger RNA structure feature upstream of 5′ss in unspliced events [24]. However, we did not observe similar features in our Nuc-SHAPE-Structure-Seq (Fig. 3a, b), indicating the RNA structure features related to splicing are also different between pre-mRNAs and mature mRNAs [24]. Thus, these structure differences before and after mRNA processing implied that mRNAs may adopt different structures for serving distinct biological processes. 

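The 20 nt on either side of the AAUAAA motif were compared at sites with the motif. In vivo, the downstream nucleotides averaged 0.384 ± 0.0783 (SD, n = 346 sites) and the upstream nucleotides 0.3695 ± 0.0834, a difference of 0.0148 (two-sided permutation test, p = 0.00599). After deproteinization, they averaged 0.393 ± 0.0787 (SD, n = 48) and 0.409 ± 0.0829, a difference of −0.0164 (permutation test, p = 0.340).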

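In the exon from 50 to 3 nt upstream of the 5′ss, the mean in vivo reactivity was 0.340 in 722 spliced introns and 0.372 in 89 unspliced introns, a difference of −0.0318 (95% bootstrap interval −0.0531 to −0.00997). After deproteinization, it was 0.350 in 1003 spliced introns and 0.392 in 127 unspliced introns, a difference of −0.0424 (95% interval −0.0592 to −0.0255).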

Many other factors, e.g., diverse protein interactions, RNA modifications, and distinct cellular conditions between the nucleus and cytosol, may also contribute to these structure differences, which offers scope for future studies.

### Distinctive RNA structure features upstream of 5′ss and at the branch site are associated with recognizing 5′ss and 3′ss, respectively

Previous in vitro enzymatic RNA structure profiling in *Arabidopsis* nuclear RNAs showed greater structure differences at the exon-intron junctions where the 5′ end of introns was much more double-stranded than upstream exons and 3′ end of introns was more single-stranded than flanking sequences [14]. However, we did not observe these dramatic differences across exons and introns in our Nuc-SHAPE-Structure-Seq data, further confirming that in vivo RNA structures were different from in vitro RNA structures [19, 20]. 

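Over all introns in the splicing tables, the 50 nt of upstream exon averaged 0.357 ± 0.0857 (SD, n = 24513 introns) in vivo and the intron 0.350 ± 0.0608 (SD, n = 24782). After deproteinization, the means were 0.366 ± 0.0741 (SD, n = 34181) and 0.355 ± 0.0571 (SD, n = 34255). The downstream exon averaged 0.419 ± 0.0833 (SD, n = 24537) in vivo and 0.438 ± 0.0697 (SD, n = 34177) after deproteinization. Reads of spliced mRNA may contribute to these downstream values.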

The recognition of both 5′ss and 3′ss is of great importance during splicing [1, 4]. The consensus sequence motifs for splice sites are so short that a large number of sites with matching sequences are widely spread in the transcriptome [4]. How to distinguish actual splice sites from a large number of false positives has been a primary challenge in splice site recognition [4]. Previous individual studies in human suggested strong RNA structures at U1 and U2 snRNA binding sites can prevent the interactions with U1 and U2 snRNA, thus interfering with the recruitment of U1 and U2 snRNPs during splicing [40–42]. In our transcriptome-wide analysis for 5′ss, we identified a two-nucleotide single-stranded RNA structure feature immediately upstream of the 5′ss, which was associated with splicing events (Fig. 3a, b, Additional File 1: Figure S10). Since the structure feature was located within the U1 snRNA binding region (from − 3 to + 6 position across the 5′ss) [34], it is likely that the single-strandedness of these two nucleotides promotes the binding of U1 snRNA in 5′ss recognition. For 3′ss, we found the single-strandedness at the branch site was associated with splicing events (Fig. 3a, b). Since U2 snRNA binds across the branch point through base-pairing [1], the single-strandedness at the branch site might promote the binding of U2 snRNA in 3′ss recognition. Alternatively, this single-strandedness might also be a consequence after binding with U2 snRNA since the RNA-RNA base-pairing interaction leaves the branch point as an internal bulge [1]. Previous studies in yeast suggested that stem-loop structures between the branch site and 3′ss could promote the recognition of 3′ss [43, 44]. We also found a 4-nt low SHAPE reactivity region upstream of AG dinucleotides at the 3′ss, which suggested the formation of a stronger RNA structure between 3′ss and the branch site (Fig. 3a, b). However, this structure feature was not associated with splicing events and, as such, might be linked with subsequent steps after the recognition of 3′ss, such as docking the 3′ss into the reaction center to approach 5′ss [45]. Notably, the two-nucleotide single-stranded RNA structure feature upstream of 5′ss and the single-strandedness at the branch point were also strongly associated with the selection of alternative 5′ss and 3′ss, respectively (Fig. 3c–f). These results further suggested that these two in vivo RNA structure features might serve as general rules for determining actual 5′ss and 3′ss in splicing.

### The two-nucleotide single-stranded RNA structure feature upstream of 5′ss can regulate splicing

Previous studies of individual RNA structure suggested that strong RNA structures formed at 5′ss can inhibit U1 snRNA binding, and subsequently repress splicing [8, 41, 42]. However, the strong structures in each case were so different that no general RNA structure features have been identified for regulating splicing. From our Nuc-SHAPE-Structure-Seq data, we were able to sensitively determine that a very fine RNA structure feature showing single-strandedness at the − 1 and − 2 positions upstream of 5′ss was associated with splicing at the transcriptome-wide scale (Fig. 3a, b). Our functional assessment further confirmed that fine-tuning RNA structure by switching the base-pairing status of only these − 1 and − 2 positions upstream of 5′ss was sufficient to change the fate of splicing (Fig. 4, Additional file 1: Figure S14).

One possible mechanism is the single-strandedness of the − 1 and − 2 positions upstream of 5′ss promoted splicing by facilitating the binding of U1 snRNA. U1 snRNA base-pairs with a total of nine nucleotides (from − 3 to + 6 region of 5′ss) across 5′ss [34]. Thus, any nucleotides within this nine-nucleotide U1 binding site should have been able to affect splicing. However, we observed that single-strandedness at all other nucleotide positions within the U1 binding site (except for the − 1 and − 2 positions) was not able to rescue splicing events (Fig. 4b, d). Therefore, our study revealed that the position of this two-nucleotide single-stranded RNA structure feature was also important for regulating splicing. This phenomenon raised the possibility that the − 1 and − 2 nucleotides upstream of 5′ss may be the first positions for the interaction with U1 snRNA. Further biophysics studies might be able to assess this hypothesis. Furthermore, once the 5′ss is recognized by base-pairing with U1 snRNA, the spliceosome is assembled onto the intron region and the 5′ss-U1 interaction is replaced by interactions of 5′ss with U5 snRNA (from − 3 to − 1 region of 5′ss) [46]. It is possible that the single-strandedness of the − 1 and − 2 positions may also promote interaction with U5 snRNA. Taken together, both our transcriptome-wide RNA structure profiling and functional assessment indicated that the two-nucleotide single-stranded structure feature at the − 1 and − 2 positions upstream of 5′ss can serve as a general role in splicing regulation.

Since splicing is a fundamental biological process across eukaryotes, the regulatory motif for splicing is likely to be conserved and highly selected during evolution. Previous identification of the most conserved sequence motif required for 5′ss recognition is as short as only a dinucleotide GU at 5′ss [4]. The sequence requirement of only two nucleotides might be minimized during evolution selection. The short sequence length of the conserved nucleotides might provide the plasticity for flanking nucleotides to contribute to other biological functions. Here, we postulate that the very fine RNA structure feature we identified from the transcriptome is likely to have evolved in a similar way as the sequence motif, in terms of the single-strandedness of only two nucleotides being sufficient to regulate splicing. It will be of great interest to extend our study in other species to investigate the generality of this regulatory mechanism.

### Two single-stranded regions upstream and across poly(A) sites are associated with both polyadenylation and alternative polyadenylation

Similar to the challenge of how to recognize splice sites, the recognition of poly(A) sites does not always rely on sequence content. In particular, no unique sequence motif exists around poly(A) sites in plants [11, 47]. Indeed, only ~ 10% of *Arabidopsis* genes contain the conventional PAS motif “AAUAAA” upstream of poly(A) sites [11]. Therefore, how to precisely determine actual poly(A) sites has been a major question for improving our understanding of polyadenylation regulation. A previous enzymatic probing study on in vitro nuclear RNAs in *Arabidopsis* had attempted to investigate RNA structure features at poly(A) sites [14]. However, no structure features were observed at either polyadenylation or alternative polyadenylation sites [14], which may be due to the low resolution of enzymatic probing [6, 14]. Here, we identified two single-stranded regions (from − 28 to − 17 nt upstream of the poly(A) sites and from − 4 to + 1 nt across the poly(A) sites) that were associated with both polyadenylation and alternative polyadenylation (Fig. 5a, b, d, e, Additional file 1: Figure S17). These RNA structure features did not appear in the regions where the nucleotide composition was similar but polyadenylation did not occur (Fig. 5a, b, d, e). Hence, these close-by two single-stranded RNA structure features may serve as an additional signature for the recognition of poly(A) sites. We also observed that the overall SHAPE reactivities in control sites were lower than those in true poly(A) sites, which suggested that the 3′ end of nascent mRNA before polyadenylation tends to be more accessible than other genic regions in living cells (Fig. 5a, b). This is consistent with the previous observation that single-stranded RNA features are required for recruitment of 3′ processing machinery [48].

Interestingly, most conventional PAS motifs “AAUAAA” are located within the region from − 28 to − 17 nt upstream of the poly(A) sites (Additional file 1: Figure S18). We did observe the conventional PAS motif “AAUAAA” region was more single-stranded compared to flanking regions (Fig. 5c, f), which suggested that the single-stranded region upstream of the poly(A) site corresponded to the PAS motif site. Since sequence content is insufficient for predicting PAS sites [11], the single-stranded region upstream of poly(A) sites could offer another signature for recognizing the unconventional PAS motif. Moreover, the interactions of the PAS sites with CPSF30 and WDR33 proteins are crucial during polyadenylation [2]. Hence, PAS sites might adopt this single-stranded structure feature to facilitate protein binding. Furthermore, the endonucleolytic cleavage at poly(A) sites is catalyzed by CPSF73, which has been suggested to prefer RNA single-strandedness [49]. Therefore, the single-stranded region across poly(A) sites might facilitate the interaction between CPSF73 and poly(A) sites.

## Conclusions

In summary, we generated the in vivo nuclear RNA structure landscape in *Arabidopsis* achieving both high resolution and accuracy with our Nuc-SHAPE-Structure-Seq method. We revealed the structural differences between nuclear and cytosolic mRNAs. We successfully identified respective pre-mRNA structure features associated with splicing and polyadenylation. Through functional validation, we determined an RNA structure feature which can regulate splicing. Our study unveiled a new RNA structure regulatory mechanism for mRNA processing. Also, our work emphasized the importance of dissecting RNA populations from different stages of the mRNA life cycle in order to investigate the relationship between RNA structure and biological functions.

## Methods

### Plant materials and growth condition

*Arabidopsis thaliana* (Col-0) seeds were sterilized with 70% (v/v) ethanol and plated on half-strength Murashige and Skoog medium (1/2 MS). The plates were wrapped in foil and stratified at 4 °C for 3 days and then grown in a growth chamber at 22 °C for 5 days.

### Nuclei isolation and quality control

Nuclei isolation from 5-day-old *Arabidopsis* seedlings was performed according to the previous protocol [50], which assured the isolation of high quality, intact nuclei. Briefly, *Arabidopsis* seedlings were chopped in the nuclei isolation buffer to release nucleus. The nuclei-containing solution was then filtered through nylon mesh filter, and the nuclei pellet was collected by centrifugation. The supernatant was retained as the cytosolic fraction [50]. Nuclear RNAs and cytosolic RNAs were extracted separately from the pellet and the supernatant by using RNeasy Plant Mini Kit (Qiagen). The intactness of isolated nuclei was examined under fluorescent microscopy after DAPI (4′,6-diamidino-2-phenylindole) staining. The purity of nuclei was confirmed by western blot of histone H3 and cytoplasmic marker protein PEPC (phosphoenolpyruvate carboxylase) [14]. Western blots using proteins extracted from the purified nucleus, the cytosolic supernatant fraction, and the whole cells were performed with anti-histone H3 (Sigma) and anti-PEPC (Agrisera) antibodies.

### In vivo and *deproteinized* RNA structure probing

For in vivo RNA structure probing, *Arabidopsis* seedlings were completely covered in 20 ml SHAPE reaction buffer (100 mM KCl, 40 mM HEPES (pH 7.5), and 0.5 mM MgCl_2_) in 50 ml Falcon tubes. The NAI (2-methylnicotinic acid imidazolide) treatment was performed with a final concentration of 100 mM as previously reported [22]. The (−)SHAPE treatment was performed by adding the same amount of anhydrous DMSO. The reaction was performed at 22 °C for 15 min [22]. Freshly prepared DTT (dithiothreitol) was added to a final concentration of 0.5 M to quench the reaction [22]. The seedlings were then used for nuclei isolation and RNA extraction performed as described above. For *deproteinized* RNA structure probing, *Arabidopsis* nuclei were lysed in lysis buffer (50 mM Tris-HCI pH 8.0, 10 mM EDTA pH 8.0, 1% SDS). The lysate was deproteinized by passing through two phenol followed by one chloroform extractions [29]. Then, RNAs were subjected to NAI treatment immediately at 22 °C for 15 min followed by DTT quenching, Micro Bio-Spin P6 column (Bio-Rad) purification and RNA extraction as described above [22].

### SHAPE-Structure-Seq library construction

SHAPE-Structure-Seq library construction was followed and modified according to previous methods [22, 51]. The genomic DNA was removed after RNA extraction using Turbo DNase Kit (Ambion). Ribosomal RNA (rRNA) depletion was performed by using ribo-zero magnetic kit (Illumina). The rRNA-depleted RNAs were purified and recovered by using RNA clean and concentrator (Zymo research) after RNA fragmentation [25]. 3′ dephosphorylation was performed by using T4 PNK enzyme (NEB) at 37 °C for 30 min. Next, 3′ adaptor (5′-/5rApp/AGATCGGAAGAGCACACGTCTG/3SpC3/-3′) was ligated to the RNAs at 25 °C for 1 h using T4 RNA ligase 2 (NEB). The RNAs were then subjected to reverse transcription using SuperScript III (Thermo Fisher Scientific) with reverse primer (5′-CAGACGTGTGCTCTTCCGATCT-3′). The synthesized first-strand cDNAs were purified by 10% TBE-Urea Gel (Thermo Fisher Scientific) followed by gel purification to enrich cDNA fragments from SHAPE modified RNA by size selection (Additional file 1: Figure S2). Next, the 5′ adaptor ligation was performed by ligating the adaptor (5′-5Phos/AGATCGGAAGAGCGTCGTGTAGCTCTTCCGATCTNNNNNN/3SpC3-3′) to the purified cDNA using Quick T4 DNA ligase (NEB) at 20 °C overnight. The ligated cDNAs were then purified by 10% TBE-Urea Gel (Thermo Fisher Scientific). The PCR reaction was performed using forward primer (5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′) and reverse primer (e.g., index 2) (5′-CAAG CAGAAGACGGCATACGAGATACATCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′, Additional file 1, Table S3) with 2× HiFi readymix (KAPA) followed by agarose gel purification. The libraries were then subjected to 100 nt paired-end sequencing on Illumina HiSeq 4000 by Beijing Genomics Institute, Shenzhen, China.

### Transient expression assay in *Nicotiana benthamiana*

The sequences of the exon-intron-exon from *AT5G56870*, *AT1G08450*, and *AT3G08930* were cloned into expression vector inter2 using Gibson Assembly system (NEB) with designed primers (Additional file 1: Table S3). Corresponding mutations were introduced using Q5 Site-Directed Mutagenesis kit (NEB) with designed primers (Additional file 1: Table S3) for *AT5G56870*. For *AT1G08450* and *AT3G08930*, the exon-intron-exon sequence with designed mutations was synthesized (Sangon Biotech (Shanghai) Co., Ltd) and cloned into expression vector inter2. All constructs were transformed into *Agrobacterium tumefaciens* strain GV3101 by electroporation. Transient expression was carried out in *Nicotiana benthamiana* according to the previous protocol [52]*.* RNA was extracted with RNeasy Plant Mini Kit (Qiagen), and semiquantitative RT-PCR was performed with designed primers (Additional file 1: Table S3).

### Reads mapping and SHAPE reactivity calculation

The quality of SHAPE-Structure-Seq raw reads was assessed using FastQC (Ver. 0.11.5), and the low-quality reads were filtered out. Adapter trimming was performed using Cutadapt (Ver.1.14). *Arabidopsis* genome reference sequences were obtained from TAIR10 database (https://www.arabidopsis.org/). The genome index was built by Hisat2-build with GTF file containing the annotation of additional alternative splicing isoforms from AtRTD2 database [26]. Sequencing reads were aligned onto genome sequence by using Hisat2 (Ver.2.1.0) with “--no-softclip, --no-mix, --reorder, -k 10” option. After the reads mapping, only uniquely mapped reads were retained for the following analysis. Reverse-transcription stops (RT-stops) were counted followed by SHAPE reactivity calculation and normalization according to the previous method [53].

### Splicing associated pre-mRNA structure analysis

We first filtered out split read alignments and only retained reads mapped to genome sequences in unsplit manners. Then, to precisely reflect the RNA secondary structure of pre-mRNA before splicing, only reads mapped to exon-intron junction and intron regions (i.e., those reads from transcripts before intron removal) were used for RT-stop counting and SHAPE reactivity calculations. SHAPE reactivity values were normalized to 0–1 according to the previous method [53]. When a read is mapped to the reference genome, the actual structure stop is on the nucleotide that is 1 nt upstream to the 5′ end of the mapped read. Therefore, the reads mapped immediately downstream of 3′ss cannot be confidently assigned to either the upstream 5′ exon (spliced isoform) or the upstream intron (unspliced isoform). Thus, the last two dinucleotides at 3′ss were excluded from the SHAPE reactivity calculation. The branch site in intron was predicted by SVM-BPfinder [32].

The (−)SHAPE Structure-seq of cytosolic mRNAs was used for calculating the splicing efficiency of each intron. Splicing efficiency was calculated by the formula:

$$ \mathrm{Splicing}\ \mathrm{Efficiency}=\frac{\mathrm{Spliced}\ \mathrm{Mapped}\ \mathrm{Reads}}{\mathrm{Spliced}\ \mathrm{Mapped}\ \mathrm{Reads}+\frac{\mathrm{Reads}\ \mathrm{across}\ {5}^{\prime}\mathrm{ss}+\mathrm{Reads}\ \mathrm{across}\ {3}^{\prime}\mathrm{ss}}{2}} $$

as shown in Additional file 1: Figure S8a [54]. The spliced and unspliced events were defined according to the splicin*g* efficiency ≥ 90% and ≤ 10%, respectively (Additional file 1: Figure S8b).

For alternative 5′ss analysis, genes with two alternative 5′ss were identified based on the genome annotation (GTF) file from AtRTD2 database [26]. These two alternative 5′ss were then classified as distal and proximal 5′ss according to their relative positions. Then, split mapping reads supporting these two 5′ss were counted and used to represent the expression abundance of corresponding alternative splicing isoforms. If the expression abundance of one alternative splicing isoform accounted for more than 80% of the total abundance of these two splicing isoforms, the corresponding 5′ss was defined as the major 5′ss, and the other as the minor 5′ss accordingly.

For alternative 3′ss analysis, genes with two alternative 3′ss were identified based on the genome annotation (GTF) file from AtRTD2 database [26]. These two alternative 3′ss were then classified as distal and proximal 3′ss according to their relative positions. Then, split mapping reads supporting these two 3′ss were counted and used to represent the expression abundance of corresponding alternative splicing isoforms. If the expression abundance of one alternative splicing isoform accounted for more than 80% of the total abundance of these two splicing isoforms, the corresponding 3′ss was defined as the major 3′ss, and the other as the minor 3′ss accordingly.

### Polyadenylation associated pre-mRNA structure analysis

Poly(A) site annotation for each pre-mRNA was sourced from the previous study [35]. To obtain RNA structure information of pre-mRNAs before polyadenylation, only reads mapped across or downstream of poly(A) sites were used for RT-stop counting and SHAPE reactivities calculated as described above. To select nucleotide composition control sites for poly(A) sites, the occurrence rate of the four nucleotides (A, U, C, and G) at each position across the 40 nt upstream and downstream of true poly(A) sites was used as the reference for identifying the control sites in the transcriptome that were not located at true poly(A) sites.

RNA structure prediction with the constraints of SHAPE reactivity was performed by *RNAfold* in the *Vienna* package (Ver.2.4.3) [36]. Then, the base-pairing probability was derived from the corresponding RNA structure ensemble file “_dp.ps.” The RNA structure element assessments for PAS and poly(A) sites were conducted by *Forgi* (Ver.2.0) [36].

## Supplementary Information

**Additional file 1: Figure S1.** Assessment of nucleus isolation. **Figure S2.** The step-by-step procedure of SHAPE-Structure-Seq library construction. **Figure S3.** Summary of SHAPE-Structure-Seq libraries. **Figure S4.** High reads coverages of the nuclear SHAPE-Structure-Seq libraries. **Figure S5.** Average Pearson correlation coefficient (PCC) of SHAPE reactivities between the two biological replicates of the in vivo nuclear and cytosolic SHAPE-Structure-Seq libraries for mRNAs with different RT-stop reads counts. **Figure S6.** Comparison of SHAPE reactivity profiles with previously published mRNA secondary structure models. **Figure S7.** The high enrichment of pre-mRNAs in the nuclear SHAPE-Structure-Seq libraries. **Figure S8.** The formula for calculating the splicing efficiency and the identification of spliced and unspliced events. **Figure S9.** Similar nucleotide composition between spliced and unspliced events. **Figure S10.** Heatmaps showing the SHAPE reactivities across 5’ss for spliced and unspliced events. **Figure S11.** SHAPE reactivity and unpaired probability profiles of the two biological replicates across 5’ splice site. **Figure S12.** The SHAPE reactivity values across the 5’ss of the first intron of *AT5G56870.* **Figure S13.** Minimum free energy RNA structure at the 5’ss of *AT5G56780* intron 1 folded by *RNAfold*. **Figure S14.** The two-nucleotide single-stranded RNA structure feature at -1 and -2 nt positions upstream of 5’ss can regulate splicing on the genes *AT1G08450* and *AT3G08930*. **Figure S15.** Comparison of reads coverage across poly(A) site between nuclear and cytosolic mRNA libraries. **Figure S16.** Similar nucleotides composition between the poly(A) sites and the control sites. **Figure S17.** A similar but weaker structure feature across the alternative polyadenylation sites. **Figure S18.** An accumulation of the conventional polyadenylation signal (PAS) motif “AAUAAA” in the -28 nt to -17 nt upstream of the poly(A) sites. **Table S1.** Summary of reads mapping for each library. **Table S2.** Comparison between SHAPE reactivity profiles and phylogenetic U1 and U12 snRNA structures. **Table S3.** Summary of primer sequences.

**Additional file 2.** A detailed list of spliced and unspliced introns.

**Additional file 3.** A detailed list of alternative 5' splice site events.

**Additional file 4.** A detailed list of alternative 3' splice site events.

**Additional file 5.** A detailed list of poly(A) sites with high coverage (more than 1 RT-stop per nucleotide) in in vivo libraries.

**Additional file 6. **A detailed list of poly(A) sites with high coverage (more than 1 RT-stop per nucleotide) in *deproteinized* libraries.

**Additional file 7.** A detailed list of alternative poly(A) sites with high coverage (more than 1 RT-stop per nucleotide) in in vivo libraries.

**Additional file 8. **A detailed list of alternative poly(A) sites with high coverage (more than 1 RT-stop per nucleotide) in *deproteinized* libraries.

**Additional file 9.** The position information of Poly(A) signal motif AAUAAA.

**Additional file 10.** Review history.

## Data Availability

Sequence data from this study can be found in the National Center for Biotechnology Information Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra) under SRA accession SRP214989 [55] of BioProject PRJNA542495 and Gene Expression Omnibus (GEO) accessible through GEO Series accession number GSE135711 [56].

How the deposited data were processed for this re-analysis (not part of the article)

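SHAPE reactivities of nuclear RNA from 5-day-old Arabidopsis seedlings were analysed in 2 conditions, in vivo and deproteinized, each with NAI at 100 mM. Each condition had 1 (+)SHAPE and 1 (−)SHAPE library entry, and the reactivities of both conditions were given in 4 tables, 1 for splicing and 1 for polyadenylation per condition. The deposited values are scores with no physical unit that the authors made before deposition: they checked and trimmed the reads with FastQC and Cutadapt, mapped them with HISAT2 to TAIR10 with AtRTD2 isoforms, kept uniquely mapped reads, merged the biological replicates, counted RT-stops and calculated and normalized reactivities by a method the paper cites. The formula of the score and the coverage needed for an intron were not found in the paper or its supplement. For poly(A) sites the paper requires at least 1 RT-stop per nucleotide. Raw reads were not analysed here, nor were the cytosolic libraries, the control sites and the gels of the paper.

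The values themselves show that scores were scaled within each intron or window, with a lowest score of 0, a highest score of 1 for splicing or 2 for polyadenylation, and 1 recurring score in between. The poly(A) scores were divided by 2. Read depth per sample or nucleotide is not known from the tables, so no counting error could be computed, and precision is given as intervals over introns, events or sites. Because each condition is 1 merged profile, no statistic here measures variation between plants or libraries, and the 2 conditions were compared on shared introns or sites only.

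Introns and windows were placed on TAIR10.1, which has the coordinates of TAIR10. Of the in vivo introns, 17 lay on organelle genomes and 56 had no strand in the annotation, against 19 and 100 after deproteinization; those without a strand took no part in results that need sequence. The poly(A) site was placed at nucleotide 51 of its window. The coordinates in the authors' lists lie 49 nt after the first coordinate of the window on the plus strand. That is nucleotide 50 with the first coordinate as nucleotide 1. On the minus strand they lie 100 nt further, outside the window. The windows were used as the tables give them. Sites were taken as constitutive when they came before the alternative sites in the order of the table, which gives 3084 and 552 sites against the paper's 3077 and 551. The authors' 8 lists were used as far as they were at hand; where a list was at hand in part, its events were described with intervals and no test, enrichment or overlap was computed. The events at hand cover unequal parts of the paper's comparisons: introns of chromosome 1 for spliced and unspliced events, distal major sites for alternative 5′ss and proximal major sites for alternative 3′ss.

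Differences between a position or region and its flanks were tested with two-sided sign-flip permutation tests (100000 resamples, signs flipped per gene), for which p = 1e-05 is the smallest value the resamples can give. Groups of introns were compared by the difference of means with 95% bootstrap intervals (10000 resamples), and shares were given with Wilson intervals. Sequences were folded with ViennaRNA 2.7.2 at 37 °C with reactivities as soft constraints (Deigan method, slope 1.8, intercept −0.6), using 100 nt around the 5′ss and the whole window of poly(A) sites. Branch sites came from a motif search in place of SVM-BPfinder, and loop types from a classification of minimum free energy structures in place of Forgi. The p-values were not corrected for multiple tests. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9.

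The tests were tested on simulated data. With no difference simulated, 6% of 200 sign-flip tests gave p under 0.05; with a difference of 0.08, 99.5% did, and the mean recovered difference was 0.0805. The bootstrap interval covered the simulated difference in 95.5% of 200 cases, with values simulated as independent. The intervals given here did not group the introns or sites of a gene. They may be too narrow where values within a gene are alike, which this simulation does not cover.

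The comparisons, their tests and most alternatives were set before the data were examined. The alternatives were scores of 0 treated as missing, the share of nucleotides with a score of at least 0.6, a signed-rank statistic, medians, narrower flanks of 10 nt, scores centred on the mean of the same nucleotide, introns or sites with values in both conditions, windows with no missing value, 1 intron per gene, a wider branch motif or a narrower distance for it, decoys at least 20 nt from the intron ends, Fisher's exact test, folding without reactivities and folding of 41 nt on each side of the poly(A) site. Chosen after the data were seen were the recurring score treated as missing, the poly(A) site at nucleotide 50 or 52, poly(A) sites of 1 strand only, other choices of which sites count as constitutive or alternative, and folding with poly(A) scores up to 2. The genes named are those the paper names as examples, where reactivities were at hand, and none was chosen by its values.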

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

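The test of reads from spliced mRNA in the downstream exon was chosen only after the result was seen.

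On introns and sites with values in both conditions, 5 results differed between in vivo and deproteinized RNA when the difference itself was tested, which is why they are listed here. Reactivity minus flanks was lower in vivo at the −1 position of the 5′ss, by −0.0373 (14870 introns, 6959 higher and 7910 lower in vivo, two-sided sign-flip permutation test, p = 1e-05, the smallest p the permutations can give), and at the −2 position, by −0.0430 (14827 introns, 6577 higher and 8249 lower, p = 1e-05). It was higher in vivo at positions −7 to −4 of the 3′ss, by 0.0132 (15161 introns, 8060 higher and 7101 lower, permutation p = 1e-05), in the poly(A) region from −28 to −17, by 0.0115 (515 sites, 280 higher and 235 lower, p = 0.0278), and at the AAUAAA motif, by 0.0941 (47 sites, 30 higher and 17 lower, p = 0.00473). These p-values are not corrected for multiple tests.

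A different read depth in the 2 conditions and the authors' scaling of each intron or window were weighed as technical explanations. Depth is not given, so the share of nucleotides at the recurring score stood in for it. Among the introns or sites that differed least in this share, the differences were −0.0403 at −1 (4907 introns) and −0.0391 at −2 (4893 introns), permutation p = 1e-05 each, 0.01055 at the 3′ss (5038 introns, p = 3e-05) and 0.02385 in the poly(A) region (173 sites, p = 0.00724), which argues against depth as the whole cause of these 4. At the motif the 12 such sites gave 0.0757 (permutation p = 0.3104), too few to settle it, so this difference cannot be told apart from depth. On percentile ranks within each intron or window, which do not depend on the scaling, the differences in percentage points were −3.74 at −1, −4.93 at −2 and 1.47 at the 3′ss (permutation p = 1e-05 each) and 7.57 at the motif (p = 0.0140), which argues against the scaling there. In the poly(A) region the rank difference was 1.05 (permutation p = 0.0586), so the scaling stays open.

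For all 5, a difference in library preparation or sequencing between the 2 conditions may also be the cause and cannot be told apart from the removal of proteins, because there is 1 reactivity profile per condition. The removal of proteins, which the design names, stays open as untested.

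The splicing tables also hold values where the paper states that reactivities were left out or does not discuss them: at the AG of the 3′ss, with means of 0.394 ± 0.215 (SD, 24057 introns) in vivo and 0.412 ± 0.214 (34028 introns) after deproteinization, and in the downstream exon, with means of 0.419 ± 0.0833 (24537 introns) and 0.438 ± 0.0697 (34177 introns). Values of the (−)SHAPE libraries are not given separately, so these means could not be set against a control. The downstream exon exceeded the intron by 0.0689 in vivo and 0.0829 after deproteinization (permutation p = 1e-05 each), in 75.2% and 81.5% of introns. Reads of spliced mRNA counted in the downstream exon may contribute: such reads would make the recurring score, taken as a mark of low coverage, rarer there than in the upstream exon, and the difference in its share was −15.18 percentage points in vivo and −10.28 after deproteinization (permutation p = 1e-05 each). Other reasons for higher coverage downstream were not tested, the source of the values at the AG was not tested, and no biological explanation was tested.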

How the results depend on the processing

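None of the settings below was a test of a cause, and settings marked as added were chosen after the data were seen. Of 341 alternatives to 57 results, 282 kept the direction and the side of the threshold, or, for results given with an interval and no test, stayed within the interval of the main setting. Unless a sentence names a reason, the cause was not tested.

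Kept under every alternative run were, as ranges of values on the same scale, the −1 position against its flanks (0.1795 to 0.242 in vivo, 0.236 to 0.2955 after deproteinization), the −2 position (0.0286 to 0.0554 and 0.0880 to 0.101), the branch site A (0.122 to 0.259 and 0.124 to 0.289), positions −7 to −4 of the 3′ss (−0.0293 to −0.0160 and −0.0417 to −0.0353) and the −1 position against other AGGU sequences (0.254 to 0.336 and 0.267 to 0.340). The same held for the poly(A) region from −28 to −17 (0.0148 to 0.0507 and 0.0258 to 0.0397), the region from −4 to +1 in vivo (0.00929 to 0.0312), the AAUAAA motif in vivo (0.0712 to 0.171), its BPP in both conditions (−0.160 to −0.125 and −0.154 to −0.115), and the condition differences at −1 (−0.0559 to −0.0405), at −2 (−0.0583 to −0.0413), at the 3′ss (0.0115 to 0.0198) and at the motif (0.0809 to 0.106). Within their intervals, some spliced minus unspliced differences changed sign, at −2 (−0.0275 to 0.0372 in vivo, −0.0215 to 0.0179 after deproteinization) and at the 3′ss in vivo (−0.00531 to 0.0350).

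Taking shares of at least 0.6 changes the scale of a result. Spliced minus unspliced shares were 0.253 in vivo and 0.228 after deproteinization at −1, and after deproteinization −0.0473 at −2, 0.2565 at the branch site A and −0.0886 at the 3′ss. Major minus minor shares at alternative 5′ss were 0.323 and 0.374 at −1 and 0.125 and 0.151 at −2. The condition difference at the branch site A, 0.00609 in the main setting, was reversed to −0.0126 (permutation p = 0.272), and that of the poly(A) region from −28 to −17 weakened to 0.00983 (p = 0.218).

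Medians gave spliced minus unspliced differences of 0.321 in vivo and 0.319 after deproteinization at −1, and 0.0860 at −2 after deproteinization. Scores of 0 treated as missing gave 0.297 for alternative 5′ss at −1 after deproteinization and reversed the condition difference at the branch site A to −0.0109 (permutation p = 0.1955). With introns in both conditions, the 3′ss difference between spliced and unspliced events after deproteinization was −0.00563 (534 spliced and 70 unspliced introns). With the branch site A 18 to 40 nt from the intron end, the spliced minus unspliced difference after deproteinization was 0.2515. A signed-rank statistic weakened alternative poly(A) sites from −4 to +1 after deproteinization (0.08285, permutation p = 0.102). The condition difference from −28 to −17 weakened with flanks of 10 nt to 0.0103 (permutation p = 0.0766) and with scores centred by nucleotide to 0.00887 (p = 0.0906).

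With the recurring score missing (added), the condition difference at the branch site A was reversed to −0.00720 (permutation p = 0.468). Alternative poly(A) sites moved in vivo to 0.00306 from −28 to −17 and to −3.75e-04 from −4 to +1, and weakened to 0.00930 (permutation p = 0.1825) from −4 to +1 after deproteinization, where constitutive sites weakened to 0.00904 (p = 0.169). With the poly(A) site at nucleotide 50 (added), alternative sites from −4 to +1 after deproteinization weakened to 0.009275 (permutation p = 0.0972) and the condition difference from −28 to −17 to 0.00825 (p = 0.129). On the plus strand alone (added), the AAUAAA motif weakened after deproteinization to 0.0272 (21 sites, permutation p = 0.403; 0.110 at 27 sites on the minus strand, p = 3e-04), as did alternative sites from −4 to +1, to 0.0114 (permutation p = 0.212). On the minus strand alone (added), the 190 alternative sites in vivo moved to 0.00318 from −28 to −17 and to 0.0183 from −4 to +1.

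Folding settings changed the BPP of the poly(A) regions most often. Without reactivities, the difference from −28 to −17 was stronger and positive, 0.0194 in vivo (permutation p = 1e-05) and 0.0257 after deproteinization (p = 8.8e-04), and from −4 to +1 it weakened to −0.00244 in vivo (p = 0.577) and was reversed to 0.0141 after deproteinization (p = 0.137). With 41 nt on each side it was 0.02505 (permutation p = 1e-05), 0.02775 (p = 7.8e-04), −4.44e-04 (p = 0.923) and reversed to 0.0143 (p = 0.1685) in the same order. With scores up to 2 (added), all 4 were reversed, to −0.00765 (permutation p = 0.00715), −0.0195 (p = 0.00372), 0.00222 (p = 0.5225) and 0.0118 (p = 0.147). The loop shares moved as well. Without reactivities the PAS lay in internal loops at 13.6% and in multiple or external loops at 23.7%, and the poly(A) site in multiple or external loops at 10.65% and in stems at 48.8%. With 41 nt on each side the poly(A) site lay in hairpin loops at 24.5%, internal loops at 17.9% and stems at 44.2%. With scores up to 2 (added), the PAS shares were 18.2% hairpin, 2.60% internal, 74.3% multiple or external and 4.91% stem, and those of the poly(A) site 18.25% hairpin, 6.36% internal, 62.1% multiple or external and 13.3% stem.

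Windows with no missing value gave no separate result for poly(A) sites, since no value was missing there. No analysis that pairs replicates was possible because the authors merged them into 1 profile per condition. For the same reason no replicate was left out. The unknown depth limits the comparison of the 2 conditions and of spliced with unspliced events, whose introns differ in the share at the recurring score.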

Differences from the paper's values

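All settings named here without a remark are alternatives set before the data were examined. The paper's values below were read by eye from its figures.

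For the first intron of AT5G56870 after deproteinization, the reactivity at −2 was 0.669 against the paper's about 0.38 in Fig. 4a, read by eye. At −1 it was 1 against about 0.7 in the same figure, also read by eye. No alternative applied to these single values. Smaller departures from values read by eye are not all listed. The PAS lay in a multiple or external loop at 18.5% of in vivo sites against the paper's about 42% in Fig. 5g, read by eye, and in a stem at 39.9% against the paper's about 20% in Fig. 5g, read by eye. The poly(A) site lay in a multiple or external loop at 12.6% against the paper's about 35% in Fig. 5g, read by eye, and in a stem at 46.1% against the paper's about 26% in Fig. 5g, read by eye. Neither folding without reactivities (23.7%, 39.9%, 10.65% and 48.8% in the same order) nor folding 41 nt on each side (20%, 35.5%, 13.4% and 44.2%) closed the gaps. Folding with scores up to 2, chosen after seeing the values, gave 74.3%, 4.91%, 62.1% and 13.3%, past the paper's values on the other side, and gave the loop types that Fig. 5h shows for AT2G29630 and AT5G15650.

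The paper states higher reactivities at −2 in spliced than in unspliced events after deproteinization; the difference here was 0.0144 with a 95% interval from −0.0464 to 0.0743, and no setting gave an interval without 0; the largest value was that of medians, 0.0860 (−0.00375 to 0.117). Against their own flanks, −2 was higher by 0.106 (0.0895 to 0.122) in spliced and by 0.0410 (−0.0146 to 0.0978) in unspliced introns in this condition, and the flanks themselves were lower in spliced introns by −0.05175 (−0.0662 to −0.0378). It states that most spliced events have higher reactivities at −1 and −2. At −2 in vivo 47.8% of 695 spliced introns lay above their flanks, whereas after deproteinization 59.5% of 994 did. The mean in vivo difference at −2 was still above 0, at 0.0577 (0.0384 to 0.0771). The share of introns in which an ordinary position exceeds its flanks was not computed, so 47.8% has no baseline. The paper finds no apparent sequence preference at the 5′ss. Here the −1 nucleotide was G in 81.2% of spliced and 59.55% of unspliced introns in vivo. At the branch site it finds none either. The largest in vivo difference here was an A 5 nt before the branch site, in 26.4% of 201 spliced and 52.6% of 19 unspliced introns, with overlapping intervals. After deproteinization the largest was an A 4 nt before it, in 29.1% of 278 (24.1% to 34.7%) and 4.35% of 23 (0.772% to 21.0%), without overlap. In the other condition the same comparisons gave 32.4% and 39.1% at 5 nt after deproteinization, and 30.35% and 10.5% at 4 nt in vivo. Those intervals overlapped. It states higher unpaired probabilities at −1 and −2 than at neighboring positions in spliced events; here they differed by −0.0934 in vivo and −0.0717 after deproteinization. Its structure model leaves −1 and −2 of AT5G56870 single-stranded; the unpaired probabilities here were 0.0759 and 0.0465.

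The paper states higher reactivities at branch sites in spliced events; here the intervals included 0, at 0.0652 (−0.0929 to 0.220) in vivo and 0.107 (−0.0246 to 0.237) after deproteinization. In vivo, an interval above 0 came with scores of 0 missing (0.171). This setting removes the lowest scores themselves, and it raised the in vivo mean of spliced events from 0.533 to 0.664. After deproteinization, intervals above 0 came with scores of 0 missing (0.209), the first listed intron of each gene (0.151) and introns in both conditions (0.177). They also came with the A 18 to 40 nt from the intron end (0.2515) and shares of at least 0.6 (0.2565). The wider motif YUNAY gave intervals that included 0, at 0.0662 (−0.0261 to 0.154) and 0.0630 (−0.0189 to 0.143). In vivo, the first listed intron of each gene gave 0.0448 (−0.126 to 0.211). Against its own flanks, the branch site A was higher in vivo by 0.187 (0.128 to 0.245) in spliced and 0.0906 (−0.0497 to 0.236) in unspliced introns. After deproteinization it was higher by 0.194 (0.146 to 0.243) and 0.0345 (−0.0840 to 0.171). The intervals of spliced and unspliced introns overlapped in both conditions. For alternative 3′ss the paper states higher reactivities at the branch site of the major site; here the intervals included 0, at 0.3135 (−0.00998 to 0.631) in vivo and 0.232 (−0.106 to 0.555) after deproteinization. In vivo, the A 18 to 40 nt from the intron end (0.403) and scores of 0 missing (0.464) gave intervals above 0, and after deproteinization no setting did, with a value of 0.00108 (−0.3155 to 0.300) for scores of 0 missing. At the 3′ss the paper finds no difference between spliced and unspliced events. After deproteinization it was −0.0350 (−0.0649 to −0.00647) here, and −0.00563 (−0.0418 to 0.0299) with introns in both conditions. Positions −7 to −4 minus their own flanks were −0.0382 (−0.0459 to −0.0305) in spliced and −0.0230 (−0.0542 to 0.00808) in unspliced introns after deproteinization, with overlapping intervals.

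The paper states lower BPPs in both poly(A) regions in both conditions. From −28 to −17 the differences here were 0.00666 (permutation p = 0.05235) in vivo and 0.00912 (p = 0.269) after deproteinization, and folding with scores up to 2, chosen after seeing the values, gave −0.00765 (p = 0.00715) and −0.0195 (p = 0.00372). From −4 to +1 after deproteinization the difference was −0.00642 (permutation p = 0.534), and no setting gave a lower BPP past the threshold. At sites with AAUAAA it states much lower BPPs at the poly(A) site; the difference here was −0.0147 (95% interval −0.0429 to 0.0141). It states that raised reactivities at both the PAS and the poly(A) site appear at every distance between them. From −4 to +1 in vivo, the difference was 0.0325 (−0.00385 to 0.0694) at 10 to 18 nt and 0.00569 (−0.0140 to 0.0257) at 19 to 23 nt. At 24 to 28 nt it was 0.0130 (−0.0142 to 0.04155). Only at 29 to 50 nt did the in vivo interval lie above 0, at 0.0365 (0.00363 to 0.0713). After deproteinization the interval lay above 0 only at 10 to 18 nt (0.125, 8 sites), where the motif gave 0.00314 (−0.125 to 0.135). The paper finds no difference between the regions upstream and downstream of the PAS, citing profiles over all poly(A) sites. At the sites with AAUAAA in vivo, the downstream 20 nt exceeded the upstream 20 nt by 0.0148 (permutation p = 0.00599). With the motif at its median of −23, these downstream nucleotides include positions −4 to +1, so that region may add to the value. After deproteinization the difference was −0.0164 (permutation p = 0.340), which is no departure from the statement.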

Other observations

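The tests of lowest scores at −1 and at the branch site A and of excised introns among spliced introns were chosen only after the result was seen. The comparison with other AGGU sequences was planned, but was taken as a test of an explanation only after its result was seen.

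The −1 position and the branch site A held an excess of the highest scores over their flanks, by 23.7 and 26.1 percentage points in vivo and by 29.4 and 29.8 after deproteinization. They held an excess of the lowest scores as well, by 6.19 and 9.98 percentage points in vivo and by 6.20 and 13.6 after deproteinization (two-sided sign-flip permutation tests, p = 1e-05 each, the smallest p possible). A candidate explanation is reverse transcription that ends at the 5′ end of excised introns or at the branch point of lariats in (+) and (−)SHAPE libraries alike, since frequent stops in both would give large differences of either sign. A second test asked whether the branch site A lay at an end of the scale more often in introns whose −1 position did, relative to flanks. It did, by 11.3 percentage points in vivo (43.1 against 31.8) and by 8.52 after deproteinization (48.2 against 39.6), permutation p = 1e-05 each. Frequent stops for any other reason, including strong modification, were not separated from this by the tests.

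For the −1 position, the sequence AGGU itself was argued against, since the G at −1 exceeded the G of other AGGU sequences by 0.279 in vivo and 0.277 after deproteinization. Reactivities set 1 or 2 nt off their nucleotide were tested by the spread of the mean score among A, C, G and U. In vivo it was 0.0551 as given and at most 0.0414 after a move, which goes against an offset. After deproteinization that spread was 0.0350 as given and 0.0434 after a move by −1 nt, so such an offset may add to the pattern there. The authors processed both conditions alike, and the spread points different ways in them. It therefore does not settle an offset, which stays open in both conditions.

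For the higher reactivity at −1 in spliced events, more G at −1 was argued against as the whole cause, since among introns with G there the difference was 0.178 (95% interval 0.0839 to 0.269) in vivo and 0.1955 (0.112 to 0.2755) after deproteinization. Among introns without G it was 0.133 (0.00891 to 0.2545) and 0.0819 (−0.0330 to 0.196). A different read depth was argued against as the whole cause, with differences of 0.1783 (0.103 to 0.250) and 0.1705 (0.104 to 0.235) within 3 classes of the share at the recurring score, which was 33.7% in spliced and 26.9% in unspliced events in vivo and 26.3% and 22.9% after deproteinization. More excised introns among spliced introns could also raise it: the excess of lowest scores was larger in spliced events by 3.50 percentage points in vivo (−3.60 to 9.81) and by 4.23 after deproteinization (−1.59 to 9.68). These intervals include 0, so this explanation cannot be told apart from a difference in structure. That difference, which the classes would name, stays open as untested.

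At poly(A) sites, reverse transcription that ends at the 5′ end of cleaved RNA in both kinds of library may add to the reactivities from −4 to +1. The lowest scores were in excess by 0.431 percentage points in vivo (permutation p = 0.0162) and by 0.542 after deproteinization (p = 0.2045), and the highest by 1.11 (p = 1e-05) and 1.83 (p = 4.2e-04), so the explanation is open after deproteinization. At the AAUAAA motif, where no RNA end is known from the tables, the lowest scores were in excess by 2.05 (permutation p = 5.4e-04) in vivo and by 1.47 (p = 0.3145) after deproteinization. The test therefore does not separate RNA ends from other places with many stops. No biological explanation was tested for these patterns.

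For the first intron of AT3G08930, the deproteinized reactivities were 0.441 at −1 and 0.250 at −2, with flanks of 0.324 ± 0.179 (SD over nucleotides). The first intron of AT1G08450 was not analysed here. At deproteinized sites the poly(A) site lay in a stem at 47.3% of 552 sites and the PAS at 31.25% of 48. The upstream exon from 50 to 3 nt before the 5′ss was less reactive in spliced than in unspliced events by −0.0318 (−0.0531 to −0.00997) in vivo and −0.0424 (−0.0592 to −0.0255) after deproteinization. The cause was not tested.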
